# KLF7-regulated ITGA2 as a therapeutic target for inhibiting oral cancer stem cells

**DOI:** 10.1038/s41419-025-07689-8

**Published:** 2025-05-02

**Authors:** Xin Qi, Jiang Zhou, Pan Wang, Yunyan Li, Haoran Li, Yuwen Miao, XiaoQing Ma, Xiayan Luo, Zhiling Zhang, Yanling He, Wenyi Shen, Wenquan Zhao, Rutao Cui, Cang Li, Huiyong Zhu, Jiong Lyu

**Keywords:** Cancer stem cells, Cancer therapeutic resistance

## Abstract

Cancer stem cells (CSCs) play crucial roles in tumor metastasis, therapy resistance, and immune evasion. Identifying and understanding the factors that regulate the stemness of tumor cells presents promising opportunities for developing effective therapeutic strategies. In this study on oral squamous cell carcinoma (OSCC), we confirmed the key role of KLF7 in maintaining the stemness of OSCC. Using chromatin immunoprecipitation sequencing and dual-luciferase assays, we identified ITGA2, a membrane receptor, as a key downstream gene regulated by KLF7 in the maintenance of stemness. Tumor sphere formation assays, flow cytometry analyses, and in vivo limiting dilution tumorigenicity evaluations demonstrated that knocking down ITGA2 significantly impaired stemness. Upon binding to its extracellular matrix (ECM) ligand, type I collagen, ITGA2 activates stemness-associated signaling pathways, including PI3K-AKT, MAPK, and Hippo. TC-I 15, a small-molecule inhibitor of the ITGA2-collagen interaction, significantly sensitizes oral squamous cell carcinoma (OSCC) to cisplatin in xenograft models. In summary, we reveal that the KLF7/ITGA2 axis is a crucial modulator of stemness in OSCC. Our findings suggest that ITGA2 is a promising therapeutic target, offering a novel anti-CSC strategy.

## Introduction

Oral cancer affects the buccal mucosa, floor of the mouth, oral tongue, alveolar ridge, retromolar trigone, and hard palate. It has an incidence rate of approximately 1 in 100,000 individuals [1]. The most common pathological type is oral squamous cell carcinoma (OSCC), accounting for more than 90% of cases [2]. Early-stage OSCC (Stages I–II) is typically treated with surgery alone, whereas advanced OSCC (Stages III-IV) requires multimodal treatment approaches and has a relatively poor prognosis due to its tendency for recurrence and lymph node metastasis [3]. Due to low early diagnosis rates, most OSCC patients are already at an advanced stage at the time of diagnosis [4]. Current treatments for advanced OSCC primarily include surgery, chemotherapy, radiotherapy, or a combination of these approaches. Despite the various treatments employed over the decades, the overall survival rate for OSCC remains at 50% [5]. Common chemotherapy agents for OSCC include platinum drugs, 5-fluorouracil (5-FU), paclitaxel (PTX), and doxorubicin (Dox). However, the majority of patients develop resistance to these drugs. At present, multidrug resistance is one of the primary obstacles to successful cancer chemotherapy and leads to poor patient prognosis [6].

The concept of cancer stem cells (CSCs) has evolved over several decades [7]. They were first identified in the 1990s in hematologic malignancies and have since been isolated from various hematologic and solid tumors, including oral cancer [8–13]. Oral cancer stem cells (OCSCs) have the capacity for long-term self-renewal and can replicate the diverse cell lineages found in primary cancers [14, 15]. One characteristic of OCSCs is their propensity to develop resistance to treatments, including both conventional chemotherapy and immunotherapy. Therefore, therapies targeting OCSCs hold promise as an effective approach to overcoming resistance in OSCC. Developmental signaling pathways, including Hippo, Notch, and WNT, are frequently altered in CSCs and play key regulatory roles in supporting stem cell maintenance and survival [16]. Various CSC-targeted therapies have been developed and are currently in clinical trials, such as NEDD8-activating enzyme inhibitors targeting the Hippo pathway, γ-secretase inhibitors targeting the Notch pathway, and small-molecule antagonists of β-catenin targeting the WNT pathway [17–21]. Progress has also been made in targeting OCSCs in oral cancer. For example, Li et al. demonstrated that β-catenin silencing enhances OSCC sensitivity to cisplatin [22]. Additionally, CD133 expression is elevated in OSCC and associated with increased resistance; targeting CD133 combined with cisplatin treatment effectively inhibits OCSC-driven OSCC initiation [23].

Utilizing novel drugs to target therapy-resistant CSCs may reduce cancer recurrence rates and improve treatment efficacy. To mitigate drug resistance in OSCC, it is essential to improve knowledge of OCSCs, with a particular focus on molecular features. Recent evidence suggests that CSCs represent a plastic cellular state influenced by dynamic interactions within the CSC niche, rather than a fixed condition [24]. Differentiated cancer cells can revert to a more undifferentiated state under certain conditions or stimuli [25]. The maintenance of CSCs depends on the tumor microenvironment and niche. In this study, we employed single-cell analysis to identify a stem-like subset within OSCC, characterized by high developmental potential and activation of stemness pathways. We identified KLF7 as a potential key molecule in maintaining OCSC. Further investigation revealed that KLF7 regulates OSCC stemness through the direct transcriptional activation of ITGA2, a membrane protein crucial for mediating cell-ECM interactions. ITGA2 inhibition can suppress OSCC stemness and significantly sensitizes OSCC to cisplatin. Our findings highlight that ITGA2 is a promising therapeutic target, offering a novel anti-CSC strategy.

### Results

#### Identification of CSC and key molecules for maintaining stemness in OSCC

To identify the key molecule of CSCs in OSCC, we analyzed single-cell transcriptome data from 10 OSCC samples obtained from public databases (Supplementary Fig. 1A and Supplementary Table S1). After a series of preprocessing steps, we annotated 55,000 cells using previously published marker gene sets [26–28] (Fig. 1A and Supplementary Fig. 1B). We Used HoneyBadger to exhibit high copy-number variation (CNV) (Supplementary Fig. 1C). Epithelial-derived cells with CNV > 0.1 were identified as malignant cells and further subdivided into subtypes. Unsupervised Louvain-based clustering and UMAP identified four distinct OSCC cell states, Gene Set Variation Analysis (GSVA) functionally annotated each cluster, and S1 was identified as the stem-like subtype (Fig. 1B, C and Supplementary Fig. 1D and Supplementary Table S2). S1 exhibited the highest developmental potential, positioned at the beginning of the cell trajectory, and showed the highest stemness gene expression activity [29] (Fig. 1D, E, Supplementary Fig. 1E, and Supplementary Table S3). Consistent with studies linking CSCs and tumor metastasis [30], we found that S1 exhibited the highest invasive characteristics [31] (Supplementary Fig. 1F and Supplementary Table S4). These findings indicate that the cells within S1 possess the highest stem-like properties among all tumor cells.

**Fig. 1:**
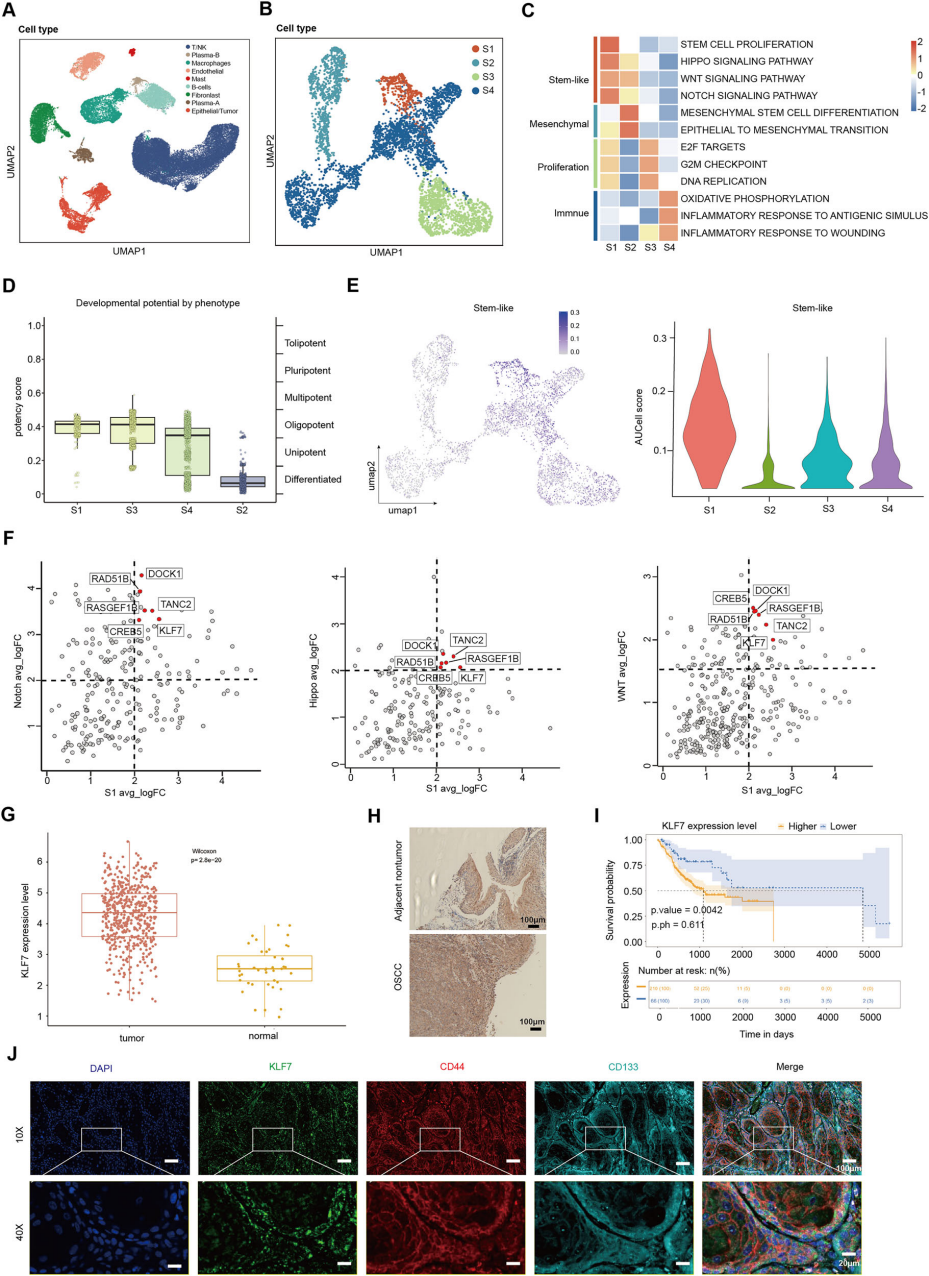
Identification of cancer stem cells and key molecules for maintaining stemness in oral cancer. **A** UMAP illustrating cell type diversity in human OSCC (55k cells). **B** UMAP plot of the subtype of malignant cells analyzed by scRNA-seq. **C** Heatmap depicting enriched pathway of the subtype of malignant cells. **D** CytoTRACE plot of the subtype of malignant cells. **E** Stem-like gene sets activity (AUCell score) in all malignant cells (umap plots, left panel) or per transcriptional state (violin plots, right panel). **F** The log2-transformed fold change (FC) in RNA levels between the stem-like cluster with the rest of the clusters and the high enrichment in the stem-related pathway. **G** KLF7 expression in OSCC and normal samples. **H** Representative immunohistochemistry image showing the expression of KLF7 in human OSCC tissue. Scale bar, 100 μm. **I** Kaplan–Meier curve of KLF7 in OSCC TCGA dataset. **J** Representative immunofluorescent image showing the expression of KLF7, CD44, CD133, and DAPI in human OSCC tissue. Scale bar, 100 μm (top); Scale bar, 20 μm (bottom).

We sought to identify the key molecule in the stem-like subtype. It is well-established that maintaining stemness requires the activation of multiple signaling pathways. We found six molecules highly enriched in the stem-like subtype and stem-related pathway (Notch, Wnt, and Hippo pathways) (Fig. 1F). Notably, KLF7 is highly expressed across various tumors, with particularly high expression in head and neck squamous cell carcinoma (Supplementary Fig. 2A). It is overexpressed in OSCC (Fig. 1G, H) and is associated with poor prognosis (Fig. 1I), whereas the other five genes analyzed demonstrated significantly less prognostic relevance than KLF7 (Supplementary Fig. 2B). Furthermore, recent research has shown that KLF7 can re-establish the hematopoietic stem cell niche, suggesting that KLF7 may be a key molecule for maintaining stemness in OSCC [32]. Additionally, immunofluorescence staining of human OSCC tissue revealed a consistent distribution of KLF7, CD44, and CD133 (CSC biomarker, [33, 34]) (Fig. 1J). These findings suggest that elevated KLF7 expression is linked to the stemness properties of OSCC.

#### KLF7 regulates OSCC stemness and migration

To further confirm whether KLF7 regulates stemness in OSCC, we established KLF7-knockdown OSCC cell lines (CAL27 and HSC3), KLF7 knockdown significantly reduced the expression of NANOG, a key transcription factor for maintaining stemness (Fig. 2A). Limiting dilution assays, conducted both in vitro and in vivo, revealed a marked decrease in CSC frequency following KLF7 knockdown (Fig. 2B and Supplementary Fig. 3A). Tumorsphere formation assays showed that KLF7 knockdown significantly reduced both the size and number of tumorspheres, indicating impaired self-renewal capacity (Fig. 2C). Furthermore, flow cytometry analysis revealed that KLF7 knockdown led to a reduction in the proportion of CD133+ cells and impaired aldehyde dehydrogenase (ALDH) activity (Fig. 2D and Supplementary Fig. 4). Conversely, overexpression of KLF7 resulted in increased NANOG expression, enhanced tumor sphere formation, and elevated proportions of CD133+ cells and ALDH activity (Fig. 2E–G). We further examined the impact of KLF7 expression on the proliferative capacity of CAL27 and HSC3 cells and found that KLF7 knockdown did not affect cell proliferation (Supplementary Fig. 3D, E). Collectively, these findings demonstrate that KLF7 plays a critical role in regulating the stemness of OSCC.

**Fig. 2:**
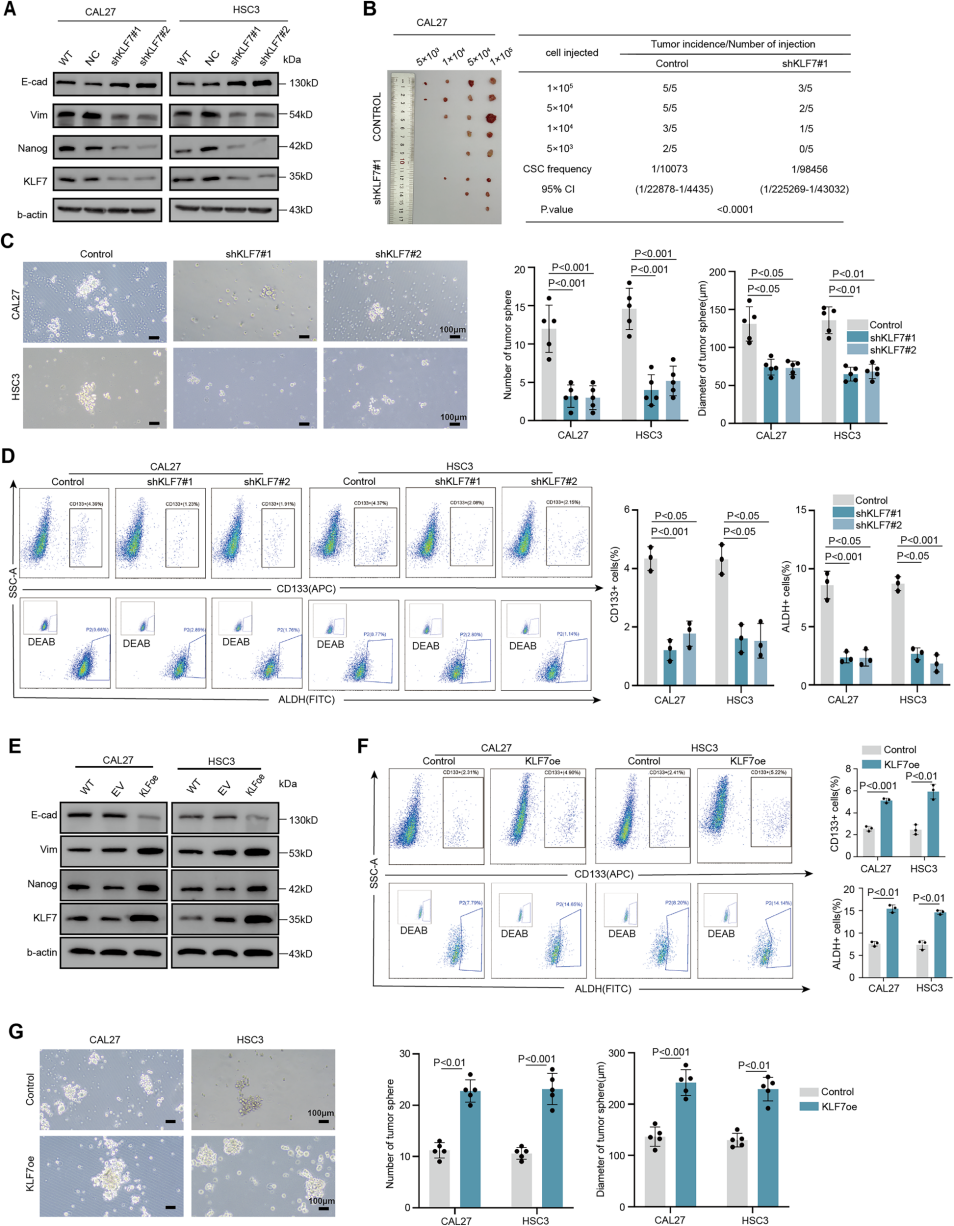
Knockdown KLF7 inhibits the stemness and migration of OSCC. **A** Immunoblot assay of KLF7, NANOG, VIM, and e-cad protein levels in CAL27 and HSC3 cells after stable silencing KLF7. WT wild type, NC Negative control, VIM Vimentin, E-cad E-cadherin. **B** In vivo limiting dilution assays were performed using control cells and KLF7-silenced CAL27 cells, and the frequency of allograft formation at each injected cell dose was determined and is presented (*n* = 5 per group). The data were analyzed using ELDA software. **C** Diameter and number of spheres formed by CAL27 cells and HSC3 cells after stable silencing KLF7; data are presented as mean ± SD from five independent experiments, statistical significance was determined using Student’s *t*-test. Scale bar, 100 μm. **D** The proportion of CD133+ and ALDH+ cells in CAL27 cells and HSC3 cells after stable silencing KLF7; data are presented as mean ± SD from three independent experiments, statistical significance was determined using Student’s *t*-test. **E** Immunoblot assay of KLF7, Nanog, Vim, and E-cad protein levels in CAL27 and HSC3 cells after stable overexpression of KLF7. EV empty vector, oe overexpress. **F** The proportion of CD133+ and ALDH+ cells in CAL27 cells and HSC3 cells after stable overexpression of KLF7; data are presented as mean ± SD from three independent experiments, statistical significance was determined using Student’s *t*-test. **G** Diameter and number of spheres formed by CAL27 cells and HSC3 cells after stable silencing KLF7; data are presented as mean ± SD from five independent experiments, statistical significance was determined using Student’s *t*-test. Scale bar, 100 μm.

Given the reported overlap between epithelial-mesenchymal transition (EMT) and CSC characteristics [35], we analyzed the relationships between KLF7, migration, and EMT. KLF7 knockdown was associated with reduced wound healing rates, fewer migrating cells, decreased vimentin expression, and increased E-cadherin expression (Fig. 2A and Supplementary Fig. 3B, C). Conversely, KLF7-overexpressing CAL27 and HSC3 cell lines enhanced wound healing rates and more migrating cells (Supplementary Fig. 3F, G). Our results suggest that KLF7 plays a crucial role in regulating both OSCC stemness and migration.

#### The stemness-related gene ITGA2 is downstream of KLF7

KLF7 is a transcription factor capable of activating downstream genes, but it poses challenges for direct drug targeting [36]. 

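CAL27 is an established cell line from a human tongue carcinoma. For the ChIP-seq, CAL27 cells were infected with lentivirus so that they expressed KLF7 carrying a myc tag, 10000000 cells were cross-linked with 1% formaldehyde, and the sheared chromatin was divided into an input portion and a portion precipitated with an anti-MYC antibody (D3N8F). DNA bound by the tagged protein is enriched in the precipitate over the input. The data analysed comprised 1 ChIP library and 1 input library, sequenced as paired-end reads of 150 bp. There were no replicates, and no library from cells without myc-KLF7 was used here. According to the methods, reads were trimmed with Trimmomatic and mapped with BWA, PCR duplicates were removed with Samtools, and peaks were called by MACS2 with default parameters and a q-value threshold of 0.05. The deposited table gives for each peak the position, the summit, the pileup (the number of ChIP fragments covering the summit), the fold enrichment over the local background, -log10 p and -log10 q, and the genes and gene features at the peak. These values are the authors' and describe each peak within the list; with a single pair of libraries, a peak's p compares those libraries, not conditions. The methods do not name the genome build. Of 1397 gene identifiers in the table, 1385 are in GENCODE v44, 1377 of these on the same chromosome and 885 with the same gene start, so positions were read as GRCh38. The table gives no read totals. Each background rate was recovered as (pileup + 1) / fold enrichment - 1, and Poisson p-values recomputed from it differed from the deposited -log10 p by at most 0.00206% in 1898 peaks. The lowest rate was 0.927 fragments per position, shared by 115 peaks, as a genome-wide background would give. The steps between the other rates corresponded to a fragment length of 190.7 bp, which with an assumed effective genome of 2700000000 bp, which the methods do not name, corresponds to about 13100000 ChIP fragments. Each input fragment was weighted by 0.314, so the input was scaled down to the ChIP.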

To identify downstream target genes with therapeutic potential, we conducted chromatin immunoprecipitation sequencing (ChIP-seq) analysis, focusing on proteins that may be suitable for drug development. After processing the data, we identified 1900 peaks with *q*-values < 0.05 (Supplementary Table S5). 

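The deposited table held 1900 peaks. Of these, 1803 had a q-value under 0.01 and 1552 had a q-value under 0.001. Peak lengths ranged from 190 to 1687 bp, with a median of 246 bp. The pileup at the summit ranged from 7 to 8146 fragments, with a median of 13, and 1691 peaks had a pileup of at least 10. The fold enrichment ranged from 1.25 to 45.5, with a median of 5.06. A requirement of at least 5-fold enrichment changed the number of peaks most, leaving 997. Chromosomes 1 to 22, X and Y carried 1854 peaks, and the other 46 lay on unplaced or unlocalized contigs. A total of 338 peaks (17.8%) lay in 30 dense clusters of at least 5 peaks whose neighbours were within 100 kb, and 1562 peaks lay outside them. In 92.0% of the clustered peaks, over 50% of the 31-base words occurred at 2 or more places in GRCh38, compared with 15.2% of the peaks outside the clusters. Of the 100 peaks with the highest pileup, 75 were in dense clusters.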

Next, we screened for peaks located in the promoter regions of protein-coding genes (Fig. 3A). 

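Each peak was assigned to 1 class from the authors' annotation, taken in the order promoter, 5' UTR, 3' UTR, exon, intron and intergenic, because 578 of the 1900 peaks were annotated to more than 1 gene or feature. On this count, 576 peaks (30.3%, 95% Wilson interval 28.3 to 32.4%) were promoter peaks, 611 (32.2%, 30.1 to 34.3%) were intergenic and 474 (24.9%, 23.1 to 26.9%) were intronic. A further 148 peaks (7.79%, 6.67 to 9.08%) were in a 5' UTR, 83 (4.37%, 3.54 to 5.38%) in another exon and 8 (0.421%, 0.214 to 0.829%) in a 3' UTR. These intervals cover counting error over peaks only. The exon share depended most on the counting. When each of the 2689 gene-feature entries was counted separately, it was 15.2%, because 289 peaks with an exon entry also had an entry of an earlier class. For 434 of the 576 promoter peaks the nearest gene was a gene with a promoter entry. The midpoints of 345 of these lay within 2000 bp upstream of that gene's start, the farthest at -1959 bp, and 52 lay more than 100 bp downstream of it. The promoter entries named 661 genes. A biotype was found for 594 of them, and 431 were protein-coding. Restricting this to genes that were also the nearest gene of the promoter peak left 316 protein-coding genes.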

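BIRC6, ITGA2, ITGB4, NEAT1 and PHF14 each had a promoter entry in the deposited table. The strongest peak by q-value was at PHF14, on chromosome 7 from 10973697 to 10973996 (GRCh38), with a pileup of 21 fragments, a fold enrichment of 6.37 and a -log10 q of 9.07; its summit lay 1 bp upstream of the annotated gene start. The BIRC6 peak, on chromosome 2 from 32356714 to 32357055, had a pileup of 14, a fold enrichment of 7.20 and a -log10 q of 7.70. The ITGB4 promoter peak, on chromosome 17 from 75721279 to 75721486, had a pileup of 12 and a fold enrichment of 5.93, and a second ITGB4 peak in an intron, from 75723358 to 75723631, had a pileup of 20 and a fold enrichment of 6.57. Both ITGB4 peaks belonged to a group of 5 peaks on that chromosome counted as a dense cluster, in which no peak had mostly repeated words. The NEAT1 promoter peak, on chromosome 11 from 65422229 to 65422461, had a pileup of 17 and a fold enrichment of 4.82. A second NEAT1 peak, in an exon from 65422828 to 65423146, had a pileup of 15 and a fold enrichment of 4.18. Another entry of this second peak placed it among the promoter peaks as well. GENCODE v44 annotates NEAT1 as a long non-coding RNA gene. The ITGA2 peak had the lowest pileup of these genes. With a q-value under 0.001 or a pileup of at least 10, the ITGA2 peak was not retained and the promoter peaks of the other genes named were. With a fold enrichment of at least 5, those of BIRC6, ITGB4 and PHF14 were left. There is no replicate from which to set an error on these values.

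**Figure D1:**
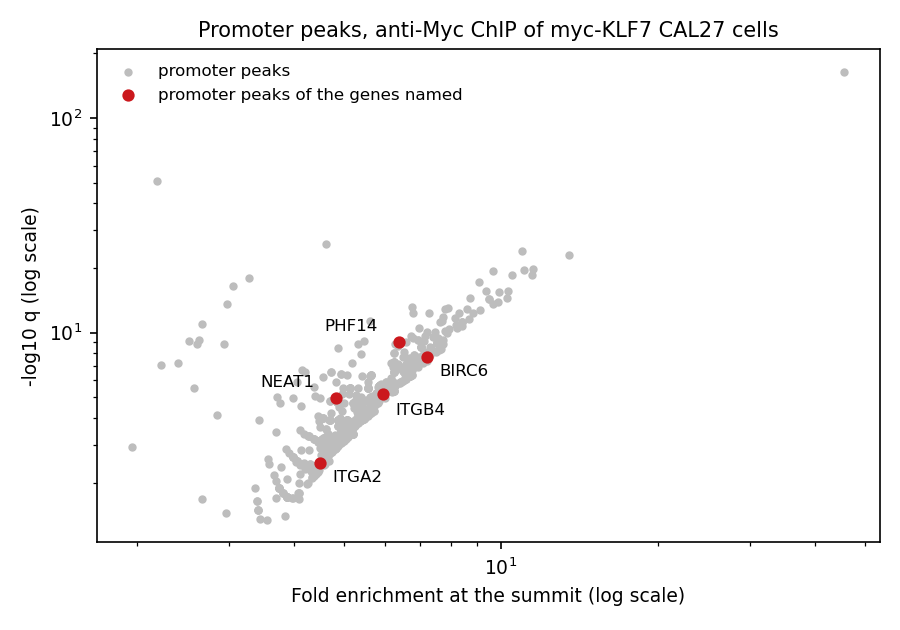
Promoter peaks of the deposited table, with the fold enrichment at the summit on the horizontal axis and -log10 q on the vertical axis, both on log scales. Each grey point is 1 of the 576 promoter peaks, and red points are the promoter peaks of BIRC6, ITGA2, ITGB4, NEAT1 and PHF14, from ITGA2 at a fold enrichment of 4.49 to BIRC6 at 7.20. The NEAT1 peak listed at an exon is among the grey points.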

A total of 179 genes were enriched in the stem-like subset and stemness-related pathways, with six genes identified in ChIP-seq showing peaks located in promoter regions (Fig. 3B). Notably, ITGA2 was specifically enriched in the stem-like subset (Fig. 3C). Furthermore, ITGA2 is highly expressed in OSCC and is associated with poor prognosis, while ITGB4 and PHF14 have no significant effect on OSCC prognosis (Fig. 3D–F and Supplementary Fig. 5A). Our results suggest that ITGA2 may be the downstream gene to maintain stemness in OSCC.

**Fig. 3:**
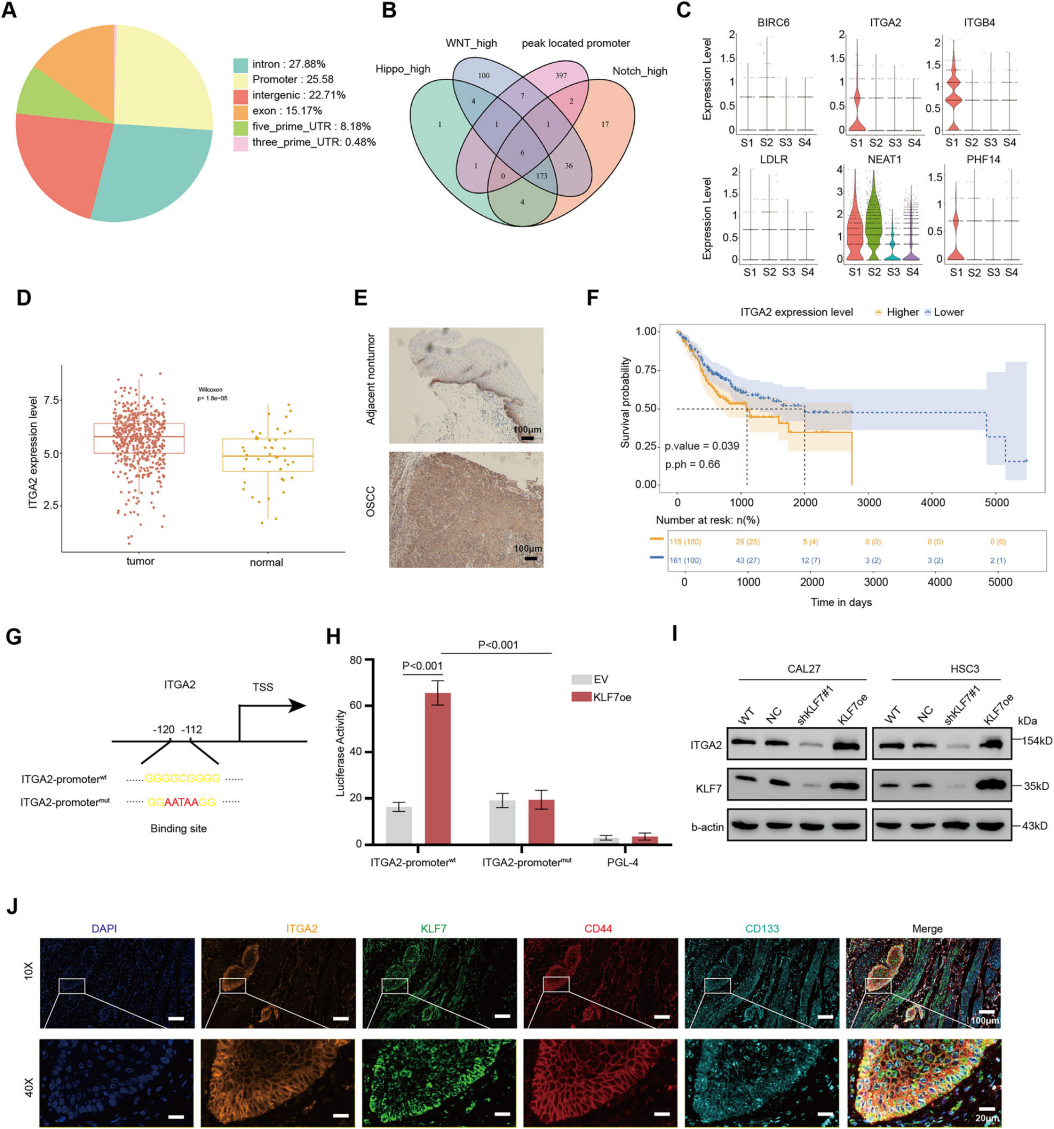
The stem-related ITGA2 is downstream gene of KLF7. **A** The distribution of BATF ChIP-seq peaks. **B** The overlap genes are highly enriched in stem-like subtype, stem-related pathways, and peaks located in the promoter region. **C** Vlnplot of overlap genes expression in OSCC subtype. **D** ITGA2 expression in OSCC and normal samples. **E** Representative immunohistochemistry image showing the expression of ITGA2 in human OSCC sample. Scale bar, 100 μm. **F** Kaplan–Meier curve of ITGA2 in OSCC TCGA dataset. **G** The promoter region of ITGA2 and the binding site are indicated. mut mutant. **H** Luciferase activities of pGP4.19-ITGA2 promoter, mutant constructs, pRL-TK vector, when co-transfected with KLF7+ vector or control. **I** Immunoblot assay of KLF7 and ITGA2 protein levels in CAL27 and HSC3 cells after stable knockdown and overexpressing KLF7. **J** Representative immunofluorescent image showing the distribution of KLF7, ITGA2, CD44, CD133, and DAPI in human OSCC tissue. Scale bar, 100 μm (top); Scale bar, 20 μm (bottom).

To further confirm the direct regulation of ITGA2 by KLF7, we performed luciferase reporter assays to assess transcriptional activity. Based on the peak location in the ChIP-seq data and predictions from the JSAPAR database, we identified the KLF7 binding site at the −120/−112 region of the ITGA2 promoter (Fig. 3G and Supplementary Fig. 5B). 

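The ITGA2 promoter peak (ENSG00000164171) lay on chromosome 5 from 52989158 to 52989370 (GRCh38), with its summit at 52989227. Its pileup was 9 fragments (exact 95% Poisson interval 4.12 to 17.1) against a background rate of 1.23, giving a fold enrichment of 4.49, a -log10 p of 6.15 and a q-value of 0.00339. The peak ranked 1683.5 of the 1900 peaks by q-value, ties sharing their mean rank, and 496.5 of the 576 promoter peaks. The sequence GGGGCGGGG shown in Fig. 3G was found at 52989232 to 52989240, starting 5 bp to the right of the summit. Counted from the RefSeq gene start at 52989352, it spans positions -120 to -112. Counted from the gene start in the deposited table, at 52989326, it spans -94 to -86, and from the GENCODE v44 gene start, at 52989340, it spans -108 to -100. In GENCODE v44, 1 of the 6 ITGA2 transcripts starts at the RefSeq position. The genomic sequence matching the mutagenesis primer of Supplementary Table S6 is GGGTGGGGCGGGGCGCGGCCGGAGCAGAT, from 52989228 to 52989256, in which the mutant construct replaces 5 bases. Within 30 bp either side of the summit, the reference sequence is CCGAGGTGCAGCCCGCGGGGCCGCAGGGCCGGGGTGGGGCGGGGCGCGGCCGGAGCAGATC. The peak has a GC content of 74.2% and holds GGGGCGGGG at 1 position, the shorter GGGCGG at 4 and no CACGTG. The annotation places the peak in the ITGA2 promoter and in AC025180.1. From the peak location and a prediction from a motif database, the paper identifies this sequence as the KLF7 binding site.

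**Figure D2:**
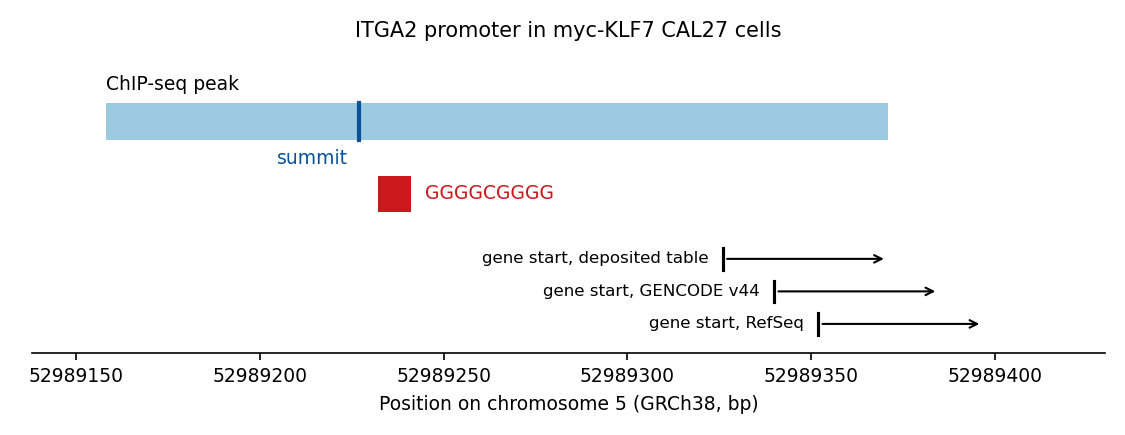
Map of the ITGA2 promoter on chromosome 5 (GRCh38), position in bp on the horizontal axis. The blue bar is the ChIP-seq peak from 52989158 to 52989370 with its summit at 52989227, the red box is GGGGCGGGG, and the arrows mark the gene start in the deposited table, in GENCODE v44 and in RefSeq.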

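GGGGCGGGG was found on either strand within 100 bp of the summit in 22.2% of the promoter peaks on chromosomes 1 to 22, X and Y (127 of 571, 95% Wilson interval 19.0 to 25.8%) and in 7.48% of the other peaks (96 of 1283, 6.17 to 9.05%). For comparison, each promoter peak with a protein-coding gene start within 2000 bp was matched to 10 gene starts without a peak, at the same distance from the start and in the same bin of 5 percentage points of GC content. The sequence was present in 23.7% of the 476 peaks matched and in 16.4% of the 4760 control windows, an odds ratio of 1.59 (95% confidence interval 1.26 to 2.00, two-sided Fisher's exact test, p = 9.15e-05). Without matching on GC content the odds ratio was 3.28. Where present, its median distance from the summit was 42.0 bp in peaks and 41.0 bp from the centre of control windows (permutation test, two-sided, p = 0.955), a comparison chosen after the odds ratio was seen. For the other peaks, against random windows of the same chromosome and GC content, the odds ratio was 2.01 (95% confidence interval 1.59 to 2.53, two-sided Fisher's exact test, p = 1.91e-08). These random windows differed from the peaks in many other words as well. In the other peaks outside the dense clusters, 933 of 2080 6-base words had a Benjamini-Hochberg adjusted p under 0.05 in the same comparison, 472 of them more frequent in peaks, and GGGCGG ranked 34. The windows are not replicates, and these tests compare sequences under the peaks of a single experiment.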

We found that luciferase activity of the pGL4.19 vector, which contains ITGA2 promoter fragments, was significantly increased following transfection of HEK293T cells with the pCMV-KLF7+ vector. Conversely, no such transactivation was observed when cells were transfected with a mutant ITGA2 promoter vector (Fig. 3H). Western blot analysis confirmed that ITGA2 expression is regulated by KLF7, with ITGA2 levels decreasing upon KLF7 knockdown and increasing with KLF7 overexpression (Fig. 3I). Immunofluorescence staining of OSCC samples revealed a consistent distribution of ITGA2, KLF7, CD44, and CD133 further supporting the link between KLF7, ITGA2, and stemness (Fig. 3J). This funding suggests that the stem-related gene ITGA2 is downstream of KLF7.

#### ITGA2 regulates OSCC stemness and migration

To investigate whether ITGA2 regulates OSCC stemness, we established ITGA2-knockdown CAL27 and HSC3 cell lines (Fig. 4A). Limiting dilution assays, conducted both in vitro and in vivo, revealed a significant reduction in CSC frequency upon ITGA2 knockdown (Fig. 4B and Supplementary Fig. 6A). Tumorsphere formation assays showed a marked decrease in both the size and number of tumorspheres in ITGA2-knockdown cells, indicating impaired self-renewal capacity of CSC (Fig. 4C). Flow cytometry analysis further demonstrated that ITGA2 knockdown reduced the proportion of CD133+ cells and diminished ALDH activity (Fig. 4D). Consistent with the regulatory role of KLF7, ITGA2 knockdown also attenuated wound closure rates and decreased the number of migrating cells (Supplementary Fig. 6B, C). Notably, proliferation assays confirmed that ITGA2 knockdown had no impact on the proliferative capacity of CAL27 and HSC3 cells (Supplementary Fig. 6D, E). These findings collectively indicate that ITGA2 is critically involved in regulating OSCC stemness and migration.

**Fig. 4:**
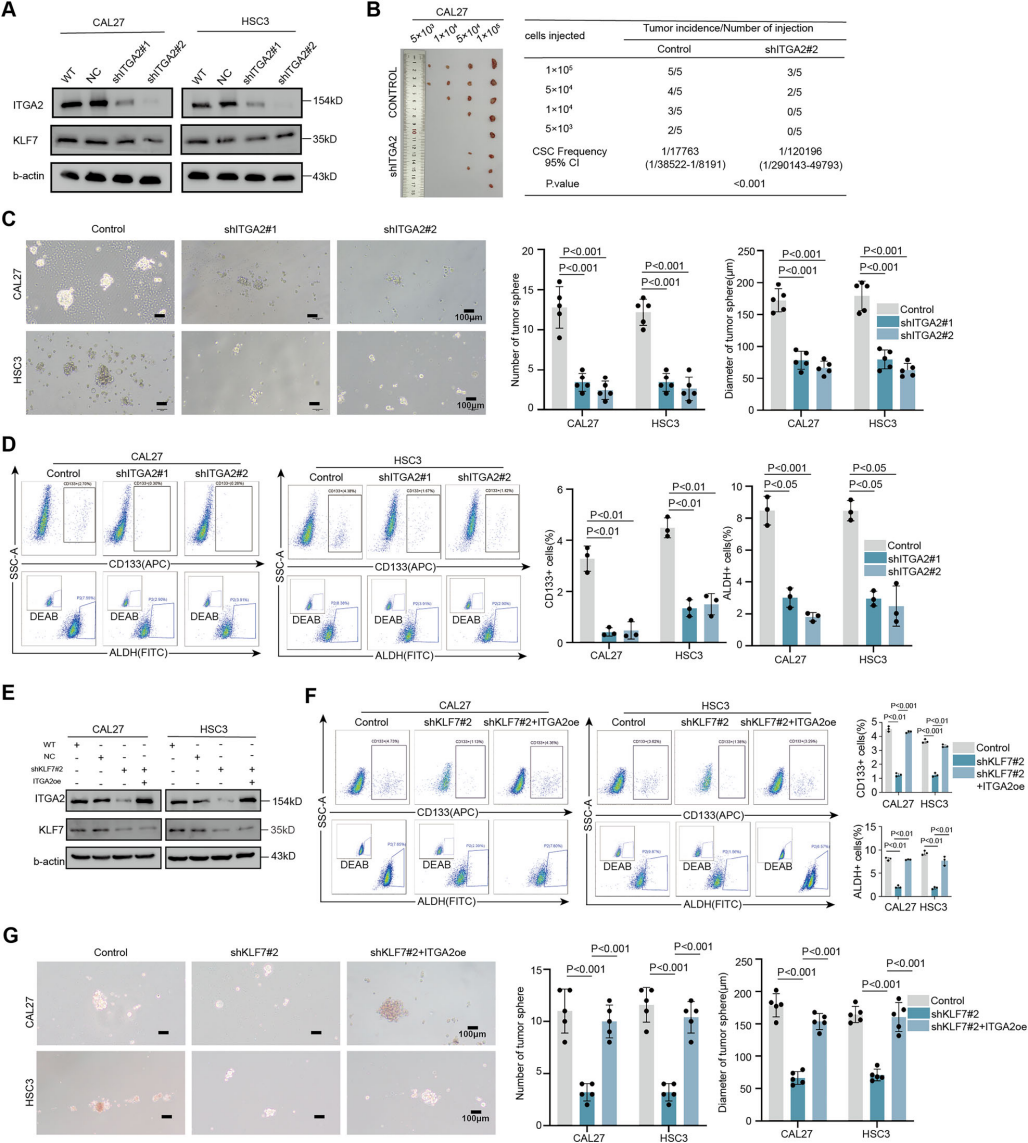
Knockdown ITGA2 inhibits the stemness of OSCC. **A** Immunoblot assay of KLF7 and ITGA2 protein levels in CAL27 and HSC3 cells after stable silencing ITGA2. WT wild type, NC Negative control. **B** In vivo limiting dilution assays were performed using control cells and ITGA2-silenced CAL27 cells, and the frequency of allograft formation at each injected cell dose was determined and is presented (*n* = 5 per group). The data were analyzed using ELDA software. CI Confidence Interval. **C** Diameter and number of spheres formed by CAL27 cells and HSC3 cells after stable silencing ITGA2; data are presented as mean ± SD from five independent experiments, and statistical significance was determined using Student’s *t*-test. Scale bar, 100 μm. **D** The proportion of CD133+ and ALDH+ cells in CAL27 cells and HSC3 cells after stable silencing ITGA2; data are presented as mean ± SD from three independent experiments, statistical significance was determined using Student’s *t*-test. **E** Immunoblot assay of KLF7 and ITGA2 protein levels after stable silencing ITGA2 and silencing KLF7 followed by stable overexpression of ITGA2. **F** The proportion of CD133+ and ALDH+ cells in CAL27 cells and HSC3 cells after stable silencing KLF7 and silencing KLF7 followed by stable overexpression of ITGA2; data are presented as mean ± SD from three independent experiments, statistical significance was determined using Student’s *t*-test. **G** Diameter and number of spheres formed by CAL27 cells and HSC3 cells after stable silencing KLF7 and silencing KLF7 followed by stable overexpression of ITGA2; data are presented as mean ± SD from five independent experiments, and statistical significance was determined using Student’s *t*-test. Scale bar, 100 μm.

Next, we overexpressed ITGA2 in KLF7-knockdown cell lines. ITGA2 overexpression reversed the reduction in tumorsphere size and number, CD133+ cell proportion, ALDH activity, wound healing, and migrating cell numbers caused by KLF7 knockdown (Fig. 4E–G and Supplementary Fig. 6F, G). These findings highlight the critical role of the KLF7/ITGA2 axis in regulating stemness and migration in OSCC.

#### ITGA2 binds to type I collagen to drive YAP nuclear translocation and activate the stemness pathway

Although we have established that ITGA2 regulates OSCC stemness, the precise mechanisms remain unclear. As a member of the integrin family, ITGA2 functions in responding to mechanical stimuli from the extracellular matrix. The Hippo pathway, a downstream effector of mechanical signals, is extensively linked to and interacts with integrins [37–39]. In addition to classical developmental signaling pathways such as Notch, Hippo, and WNT, the AKT and MAPK signaling pathways are also critical for tumor initiation. These pathways interact with developmental signaling pathways and influence tumor stemness [40–43]. Based on single-cell analysis of differentially expressed genes (DEGs) in these pathways, we found that ITGA2 is potentially associated with the activation of the Hippo, MAPK, and AKT pathways (Fig. 5A). Knockdown of ITGA2 decreased phosphorylation levels of AKT and ERK1/2, increased YAP1 phosphorylation, and led to YAP1 nuclear export (Fig. 5B, C). ITGA2 contains an additional domain (“A” or “I”) within the head region, with a conserved metal ion-dependent adhesion site (MIDAS) motif, which is crucial for ligand binding at the C-terminal of the type I domain (Fig. 5D) [44–46]. Mutagenesis studies show that the MIDAS motif and exposed side chains on the surrounding surface are required for ligand binding [44, 47–49].

**Fig. 5:**
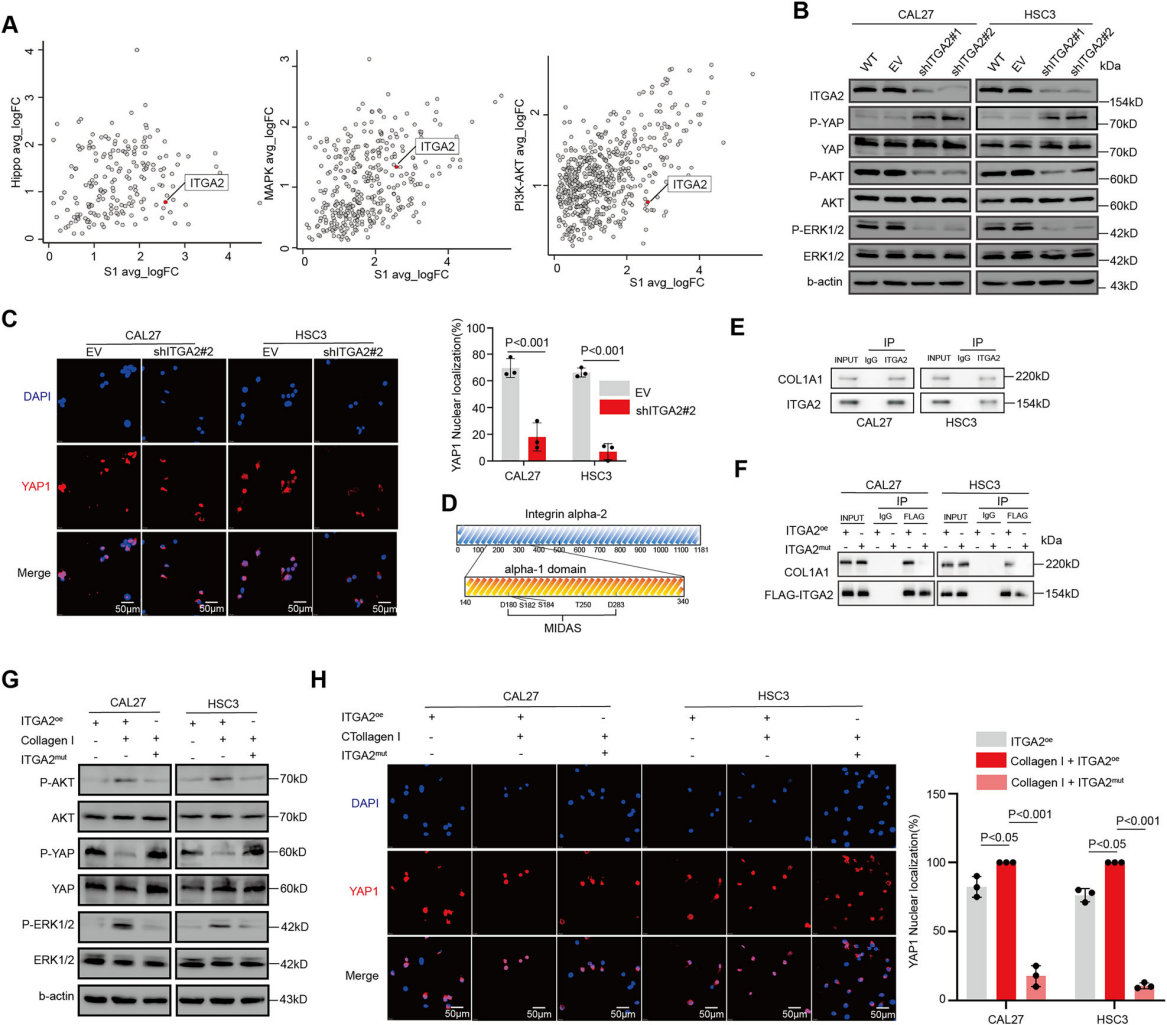
ITGA2 binds to type I collagen to drive YAP nuclear translocation and activate the stemness pathway. **A** The log2-transformed fold change (FC) in RNA levels between the stem-like cluster with the rest of the clusters and the stem-related pathway with the rest of the pathway. **B** Immunoblot assay of ITGA2, phosphor-ERK1/2, total-ERK1/2, phosphor-AKT, total-AKT, phosphor-YAP1, total-YAP1 protein levels in CAL27 and HSC3 cells after stable silencing ITGA2. p phosphor. **C** Confocal detected the nuclear localization of YAP1 in CAL27 and HSC3 cells after transduced with shITGA2#2; data are presented as mean ± SD from three independent experiments, and statistical significance was determined using Student’s *t*-test. Scalebar, 50 μm. **D** The sequence and domain in ITGA2 protein. **E** Co-immunoprecipitation suggested direct molecular interaction between ITGA2 and COL1A1 proteins in CAL27 and HSC3 cells. **F** Co-IP analysis in CAL27 and HSC3 cells transduced with ITGA2^OE^ and ITGA2^mut^ plasmid. **G** Immunoblot assay of phosphor-ERK1/2, total-ERK1/2, phosphor-AKT, total-AKT, phosphor-YAP1, total-YAP1 protein levels in CAL27 and HSC3 cells after transduced with ITGA2^OE^ and ITGA2^mut^ plasmid. **H** Confocal detected the nuclear localization of YAP1 in CAL27 and HSC3 cells after transduced with ITGA2^OE^ and ITGA2^mut^ plasmid; data are presented as mean ± SD from three independent experiments, and statistical significance was determined using Student’s *t*-test. Scalebar, 50 μm.

ITGA2 mediates interactions between cells and the extracellular matrix (ECM), with type I collagen as the primary ECM component [50]. To investigate whether ITGA2 interacts with type I collagen and activates stemness-related pathways, we constructed and transfected OSCC cells with ITGA2^oe^ or an ITGA2^mut^(MIDAS mutant). IP results confirmed an interaction between ITGA2 and COL1A1, which was abolished in ITGA2-mutant (Fig. 5E, F). Upon the addition of type I collagen to the culture, the phosphorylation of AKT and ERK1/2 increased, and the phosphorylation level of YAP1 decreased, leading to YAP1 nuclear translocation. while phosphorylation of AKT and ERK1/2 decreased, YAP1 increased and YAP1 nuclear export in ITGA2-mutant (Fig. 5G, H). These findings suggest that the MIDAS domain of ITGA2 structurally interacts with type I collagen, thereby activating the PI3K/AKT, MAPK, and HIPPO/YAP1 pathways to maintain the stemness of OSCC.

#### TC-I 15 inhibits OSCC and augments the chemotherapy responsiveness of OSCC

TC-I 15 is an allosteric collagen-binding integrin α2β1 inhibitor, with half-maximal inhibitory concentration (IC50) values of 26.8 μM and 0.4 μM for binding to GFOGER and GLOGEN, respectively (Fig. 6A). During the binding of type I collagen to integrin α2β1, the I domain of integrin α2 coordinates a divalent cation, Mg2+, at its MIDAS [46, 51]. The crystal structure of the interaction between integrin α2β1 and the triple-helical motif (GFOGER) of type I collagen has been resolved. The GFOGER motif and the integrin I domain form a complex through coordination with Mg2+, a mechanism that underscores the critical role of the carboxylate side chain of glutamic acid (E) in the GxOGEx sequence (including GLOGEN) for integrin-mediated binding [46]. Consequently, We selected TC-I 15 for both in vivo and in vitro experiments to evaluate the feasibility of targeting ITGA2 for OSCC treatment. Immunoprecipitation assays showed that TC-I 15 interferes with the binding between ITGA2 and type I collagen (Fig. 6B). In an in vivo experiment, CAL27 cells were xenografted into nude mice, and from day 6 post-inoculation, TC-I 15 were intravenously injected every 3 days, with tumor volume measured over time (Fig. 6C). The results showed that the TC-I 15 significantly reduced tumor size, growth rate, and tumor weight (Fig. 6D). Moreover, TC-I 15 decreased phosphorylation levels of AKT and ERK1/2, increased YAP1 phosphorylation, and decreased CD133+ cells determined by flow cytometry (Fig. 6E, F).

**Fig. 6:**
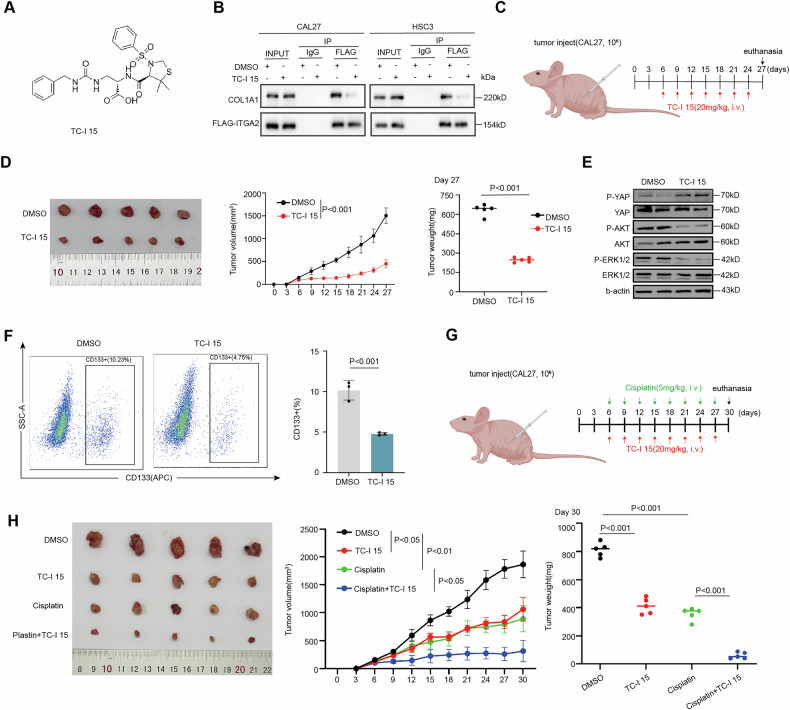
TC-I 15 inhibits OSCC and augments chemotherapy responsiveness of OSCC. **A** The molecular formula of TC-I 15. **B** Co-IP analysis in CAL27 and HSC3 cells treated with DMSO and TC-I 15. **C** CAL27 cells were intracardially injected into mice. Six days later, TC-I 15 was injected (20 mg/kg) into mice via vein every third day. **D** Representative images showing the xenograft model in CA27 cells treated with DMSO or TC-I 15 (*n* = 5 per group) and the growth of tumor grafts was shown; data are presented as mean ± SD, statistical significance was determined using Student’s *t*-test. DMSO Dimethylsulfoxide. **E** Immunoblot assay of phosphor-ERK1/2, total-ERK1/2, phosphor-AKT, total-AKT, phosphor-YAP1, and total-YAP1 protein levels in xenograft tissue. p phosphor. **F** Representative FACS plots and quantification of CD133 + cells in the xenograft tissues; data are presented as mean ± SD from three independent experiments, statistical significance was determined using Student’s *t*-test. **G** CAL27 cells were intracardially injected into mice. Six days later, TC-I 15 (20 mg/kg) and Cisplatin (5 mg/kg) were injected into nude mice via vein every third day. **H** Representative images showing the xenograft model in CA27 cells treated with DMSO or TC-I 15 (*n* = 5 per group) and the growth of tumor grafts were shown; data are presented as mean ± SD, and statistical significance was determined using Student’s *t*-test.

Given the critical role of CSCs in tumor drug resistance, we further investigated whether TC-I 15 could enhance the sensitivity of OSCC to chemotherapy. CAL27 cells were xenografted into nude mice, and starting from day 6 post-inoculation, cisplatin and TC-I 15 were administered intravenously every 3 days. Tumor volume was monitored and measured over time (Fig. 6G). The results showed that the combination of TC-I 15 and cisplatin significantly reduced tumor size, growth rate, and tumor weight compared to cisplatin alone (Fig. 6H). These findings suggest that TC-I 15 inhibits OSCC and enhances the sensitivity of OSCC to chemotherapy, highlighting the potential of targeting ITGA2 to improve clinical anti-tumor efficacy.

## Discussion

Our study revealed that KLF7 modulates stemness properties in OSCC. The KLF family is closely associated with CSCs. Notably, KLF4 plays a crucial role in maintaining CSC characteristics in liver and breast cancers [52, 53]. Additionally, KLF11 has been identified as a negative regulator in sarcoma CSCs, where its epigenetic silencing leads to prolonged YAP activation and poor prognosis [54]. KLF7 can also enhance cancer cell migration, and invasion across various cancer types [55, 56]. Although direct evidence linking KLF7 to CSC regulation is lacking, its ability to modulate genes involved in the EMT suggests a potential impact on CSC properties [57]. Our study addresses this gap by establishing the correlation between KLF7 and CSC traits in OSCC, broadening the understanding of the KLF family’s diverse functions.

Cancer stemness is strongly associated with metastasis, treatment resistance, and immune evasion. Therefore, developing therapeutic strategies that target cancer stemness could substantially enhance treatment outcomes [35]. Although we have uncovered the link between KLF7 and stemness, as a transcription factor, KLF7 is considered undruggable due to its structural and functional complexities [58]. A more viable strategy is to focus on downstream molecules that play crucial roles in the KLF7-mediated regulation of stemness and are more amenable to therapeutic targeting. Using ChIP-seq and functional assays, we identified ITGA2 as a key downstream regulator of stemness influenced by KLF7.

ITGA2, a member of the integrin family, is a cell surface protein that acts as a crucial node, transmitting signals from the ECM to the intracellular environment and triggering downstream pathways [59]. Recent evidence suggests that CSCs represent a plastic cellular state, dynamically shaped by the interaction between CSCs and their niche [60]. Various components within the tumor niche, such as cancer-associated fibroblasts and immune cells, can influence stemness through mechanisms involving cytokines or metabolites [61, 62]. Considering that differentiated tumor cells can acquire stem-like properties within a CSC-supportive environment, directly eliminating CSCs may not be a practical approach. Consequently, there has been growing research interest in targeting the CSC niche or disrupting the interactions between CSCs and their surrounding environment. The ECM is a key component of the tumor niche, and ECM–tumor or ECM–immune cell interactions play a crucial role in promoting CSC properties [62, 63]. Therefore, targeting the ECM and its associated signaling pathways presents a promising strategy to inhibit cancer stemness.

Our findings demonstrate that ITGA2 is enriched in cancer cells with high stemness and regulates the stemness of OSCC. Similar to our findings, ITGA2 has been shown to be enriched in glioma stem cells and co-expressed with the stem cell marker SOX2 [64]. Furthermore, elevated ITGA2 expression has been observed in glioblastoma CSCs compared to their differentiated counterparts [65]. Our research further suggests that upon binding to type I collagen, ITGA2 activates several crucial pathways involved in stemness, proliferation, survival, and angiogenesis. Based on these findings, we propose that ITGA2 plays a crucial role in mediating the interactions within the CSC niche. By overexpressing ITGA2, CSCs can receive more signals that reinforce their stemness, positioning ITGA2 as a promising therapeutic target.

Additionally, as a membrane protein, ITGA2 is highly amenable to drug targeting. Several agents targeting ITGA2, including blocking antibodies and small-molecule inhibitors, are available [66, 67]. Our in vitro and in vivo experiments suggest that ITGA2-specific inhibitors can suppress the stemness of OSCCs and increase their sensitivity to cytotoxic drugs. We are particularly interested in exploring whether blocking antibodies targeting ITGA2 could elicit similar effects, and further, whether ITGA2 inhibitors could enhance the efficacy of immunotherapy.

Despite the robust evidence presented in this study, several limitations exist. First, most of our experiments were conducted in vitro, and additional in vivo studies are needed to provide more comprehensive evidence. Second, this study used OSCC cell lines, and future studies employing patient-derived xenografts or tumor organoids could improve the generalizability of our findings. In conclusion, we have identified KLF7 as a regulator of CSC properties in OSCC through its enhancement of ITGA2-mediated ECM-supported stemness acquisition. Moreover, we demonstrated the feasibility of targeting ITGA2 as a potential therapeutic approach.

## Method

### Single-cell RNA-seq data processing

Single-cell transcriptome sequencing data from OSCC samples were obtained from GSE234933 and GSE82227. The Cell Ranger pipeline (v7.1.0) was used for processing raw scRNA-seq data, including demultiplexing, barcode handling, alignment, and preliminary clustering. Sequencing reads were mapped, annotated, and quantified against the GRCh38 reference annotation (available at https://cf.10xgenomics.com/supp/cell-exp/refdata-gex-GRCh38-2020-A.tar.gz). The UMI count matrix was filtered using the Seurat [68] *R* package (v5.0.3), applying a criterion based on the mean value ± 2 times the median absolute deviation of UMI/gene counts per cell, assuming a Gaussian distribution. Following a visual inspection, additional low-quality cells, particularly those with >25% mitochondrial gene counts, were excluded. The DoubletFinder package [69] (v2.0.2) was used to detect potential doublets. Samples were treated as separate batches, and batch effects were addressed using the Harmony algorithm [70]. After applying these quality control measures, 55,880 high-quality single cells remained for further analysis. The normalized expression profiles of all samples were combined using the Merge() function in *R*. Library size normalization, log-transformation, and selection of the top 3000 variable genes were performed using the SCTransform() function in Seurat.

Principal components (PCs) were derived from the expression data of these 3000 genes. Cell clustering was carried out using the FindNeighbors() and FindClusters() functions in Seurat. For visualization, the RunUMAP() and DimPlot() functions were employed to generate 2D Uniform Manifold Approximation and Projection (UMAP) plots. Marker genes for each cluster were determined using the FindAllMarker() function in Seurat, which identified positive markers for a cluster compared to all other clusters.

CNV analysis was performed using the HoneyBADGER [71] package (ver. 0.1.14). To detect DEGs, we used the FindMarkers() function in the Seurat package, setting the test.use parameter to “presto”. For assessing pathway activities at the single-cell level, we implemented GSVA [72] with the default settings provided in the GSVA package (v1.50.1). The gene set file was loaded using the GSEABase package (v1.64.0) and the minder package (v7.5.1). This file was obtained from both the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (available at https://www.kegg.jp/) and the msigdbr resource (available at https://www.gsea-msigdb.org/gsea/msigdb). Cell trajectory inference was performed using the Monocle 3 (ver. 1.3.6) [73] packages. The CytoTRACE 2 [74] tool was used to compute potency scores and assess the state of cell differentiation. AUCell [75] was used to measure stemness and invasiveness activity.

### Patients and sample collection

The OSCC tissue microarrays containing 42 cases of specimens were used for KLF7, ITGA2, CD44, and CD133 staining. The patient studies were conducted according to the Declaration of Helsinki, and the use of these specimens and data for research purposes was approved by the Ethics Committee of Zhejiang University, School of Medicine, First Affiliated Hospital.

### TCGA analysis

RNA sequencing and corresponding clinical data for head and neck squamous cell carcinoma were downloaded from The Cancer Genome Atlas (TCGA) database (https://www.cancer.gov/ccg/research/genome-sequencing/tcga). We extracted RNA-seq data from 334 primary tumor specimens, mainly located in the oral cavity, and 44 normal specimens. Additionally, RNA-seq data and clinical information from 33 tumor types were obtained from the TCGA database using Xena (https://xenabrowser.net) for pan-cancer analysis. Wilcoxon tests were performed to analyze significant differences. Kaplan–Meier survival curves were used to assess survival differences between groups, with the log-rank test used to determine statistical significance.

### Cell culture

OSCC cell lines (CAL27 and HSC3) and HEK293T cells were obtained from the Oral Laboratory of Zhejiang University. All cell lines were cultured in Dulbecco’s modified Eagle medium (DMEM) supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin and maintained at 37 °C in 5% CO_2_. Cells were passaged at 70–90% confluency, and mycoplasma contamination was regularly checked using a detection kit.

### Type I collagen

To investigate the interaction between ITGA2 and type I collagen, 5 × 10^6^ cells were cultured in 6-well plates (Corning) pre-coated with human type I collagen (C7774, Sigma-Aldrich; 5 μg/cm^2^).

### Samples and animals

Formalin-fixed, paraffin-embedded patient samples were retrospectively obtained from the First Affiliated Hospital of Zhejiang University. NOD/SCID nude rats were purchased from the Second Affiliated Hospital of Zhejiang University. The study adhered to the Declaration of Helsinki, and the study protocol was approved by the Ethics Committee of both the First and Second Affiliated Hospitals of Zhejiang University.

### Plasmids and lentiviral transfection

The KLF7 overexpression and knockdown lentiviral vectors were obtained from Vigene (Shandong, China), and the ITGA2 lentiviral vector was sourced from GenePharma (Shanghai, China). The promoters of wild-type and mutant ITGA2 were cloned into the pGL4.19 vector. The ITGA2 plasmid was synthesized in our laboratory: full-length human ITGA2 was amplified from HEK293T cDNA and cloned into the Xho I and EcoR I restriction sites of the pcDNA3.1-Flag vector using the ClonExpress MultiS One Step Cloning Kit (#C113-02; Vazyme). ITGA2 mutants were generated by site-directed mutagenesis using the Mut Express MultiS Fast Mutagenesis Kit (#C215-01; Vazyme) according to the manufacturer’s instructions. To establish lentiviral transfected cell lines, lentiviruses were added to CAL27 and HSC3 cells, and 24 h later, the medium was replaced with a medium containing 2 µg/mL puromycin. Plasmid transfections were carried out using Lipofectamine 3000 (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. The primer sequences are presented in the Supplementary Table S6.

### Scratch wound assay

For scratch wound assays, cells were seeded into 6-well plates and grown to confluence. A 200-µL pipette tip was used to create a scratch wound, followed by two washes with phosphate-buffered saline to remove detached cells. Serum-free medium was added, and wound closure was monitored under the microscope every 3 h. ImageJ software was used to analyze the wound closure area and calculate the wound healing rate.

### Transwell migration assay

Serum-free medium was used to prepare HSC3 and CAL27 cell suspension, 200 µL of cell suspension was added to the upper chamber of the Transwell (3403, Corning) while 800 µL of complete culture medium was added to the lower chamber. After incubation for 48 h, 4% paraformaldehyde-fixed the cells that passed through the cell chamber filter attached to the surface and stained with 0.4% crystal violet. ImageJ software was used to measure the transwell migration area.

### Cell proliferation and colony formation assays

CCK-8 assays were carried out to determine the function of KLF7 and ITGA2 on cell proliferation. In brief, cells were seeded in each well of 96 well plates (5 × 10^3^ cells/well), and CCK-8 solution was added 24, 48, and 72 h after placing. Cells were incubated at 37 °C for 1 h after 10 μl CCK-8 solution was added. For the colony formation assay, 500 cells per well were seeded into 24-well plates (Corning) and cultured at 37 °C for 14 days. Visible colonies were washed twice with phosphate-buffered saline (PBS), fixed with 4% paraformaldehyde, and stained with crystal violet. Colony numbers were quantified using ImageJ software.

### Immunohistochemistry and immunofluorescence

All paraffin-embedded tissues were sectioned into 4-μm slices. After deparaffinization, rehydration, antigen retrieval, and blocking, the sections were incubated overnight with primary antibodies. After incubation at 37 °C for 50 min with Goat Anti-Rabbit IgG H&L (HRP) antibodies (ab205718, Abcam, 1:2000), the sections were stained with 3,3′-diaminobenzidine (DAB) and counterstained with hematoxylin. For multiplex immunofluorescence staining of human oscc tissue samples, we used the Opal Polaris 7-Color Manual IHC Detection Kit (NEL861001KT; Akoya Biosciences) following the manufacturer’s instructions. Briefly, after routine blocking and incubation with primary and secondary antibodies, tyramide signal amplification staining was performed. Subsequently, the second, third, and fourth antibodies were incubated, followed by DAPI staining. The antibodies used in this study included KLF7 (ab197690, Abcam, 1:200), ITGA2 (A19068, ABclonal,1:400), CD133 (18470-1-AP, Proteintech, 1: 200), and CD44 (A21919, Abclonal, 1:800). For cellular immunofluorescence, cells were plated on coverslips and fixed with paraformaldehyde upon reaching 30% confluence, followed by permeabilization. After washing and blocking, the primary antibody against YAP1 (66900-1-Ig, Proteintech, 1:400) was incubated overnight. The slides were then incubated with the Goat Anti-Mouse IgG H&L (Alexa Fluor® 647) (ab150115, Abcam, 1:200) and counterstained with DAPI.

### Immunoblotting

Cells were lysed in RIPA buffer containing protease inhibitors. After scraping, lysates were centrifuged, and supernatants were collected. Protein concentrations were measured using a BCA kit. After Sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and membrane transfer, blocking was performed, and primary antibodies were incubated overnight at 4 °C. The primary antibodies used in this study included anti-KLF7(ab197690, Abcam, 1:1000), anti-ITGA2(A19068, ABclonal, 1:1000), anti-E-cadherin (ab40772, Abcam, 1:5000), anti-vimentin (A19607, Abclonal, 1:1000), anti-β-actin (8457S, CST, 1:1000), anti-NANOG (D73G4, CST, 1:1000), anti-AKT (9272S, CST, 1:1000), anti-p-AKT (4060S, CST, 1:1000), anti-ERK1/2 (4695S, CST, 1:1000), anti-p-ERK1/2 (4370S, CST, 1:1000), anti-YAP1 (66900-1-Ig, Proteintech, 1:1000), anti-p-YAP1 (29018-1-AP, Proteintech, 1:1000), and anti-COL1A1 (A25310, Abclonal, 1:1000). The secondary antibodies used in this study: Anti-rabbit IgG, HRP-linked Antibody (7074S, CST, 1:2000), Anti-mouse IgG, HRP-linked Antibody (7076S, CST, 1:2000).

### Immunoprecipitation

For immunoprecipitation, cells or tissues were homogenized in lysis buffer. Protein extracts were incubated with Pierce™ anti-DYKDDDDK Magnetic Agarose (Thermo Fisher Scientific). The binding complexes were washed with buffer, mixed with loading buffer, and subjected to SDS-PAGE. The presence of ITGA2 in the precipitates was detected using a rabbit anti-ITGA2 antibody (A19068, ABclonal, 1:1000), and collagen 1 was detected using an anti-COL1A1 antibody (A25310, Abclonal, 1:1000).

### Sphere formation assay

To assess sphere formation, cells(2000 cells per well) were cultured in ultra-low adhesion 6 plates (Corning) in serum-free DMEM/F12 supplemented with 20 ng/mL epidermal growth factor(PMG8045, Thermo Scientific), 20 ng/mL basic fibroblast growth factor (13256029, Thermo Scientific), and 1× B27 (17504044, Thermo Scientific). The number and diameter of tumorspheres with a diameter >50 μm were quantified after 7–10 days of culture.

### Flow cytometry

For flow cytometry, cells were collected and resuspended at a concentration of 1 × 10^6^ cells per 200 µL of phosphate-buffered saline per tube. Cells were stained with allophycocyanin (APC)-conjugated anti-CD133 antibody (566596, BD Pharmingen, 1:100) on ice for 30 min, washed two or three times, and analyzed. An ALDEFLUOR kit (01700, STEMCELL Technologies) was used to analysis ALDH enzymatic activity, each test tube (500 μl system) was added with 2.5 μl ALDEFLUOR reagent and each Diethylaminoazobenzene (DEAB) tube was added with 2.5 μl ALDEFLUOR reagent as well as 5 μl DEAB reagent and the ALDH+ population was determined according to the manufacturer’s instructions. Data were analyzed using Flowjo software (10.8.1) (BD biosciences, USA).

### Limiting dilution assay

In vivo limiting dilution assays, cells were suspended at various densities (1 × 10^5^, 5 × 10^4^, 1 × 10^4^, and 5 × 10^3^ cells per 100 µL) in serum-free DMEM containing 10% Matrigel and injected into 6–8-week-old female nude mice. Tumor growth was monitored, and after 3 weeks, the mice were sacrificed for sample collection. In vitro limiting dilution assays, Different amounts of Control cells,shKLF7 cells, shITGA2 cells (1000, 500, 100, 50 cells/well) were cultured in ultra-low adhesion 96 plates (Corning) in serum-free DMEM/F12 supplemented with 20 ng/mL epidermal growth factor(PMG8045, Thermo Scientific), 20 ng/mL basic fibroblast growth factor (13256029, Thermo Scientific), and 1× B27 (17504044, Thermo Scientific). The estimated range for tumor sphere-forming cells or tumor-initiating cells were calculated using https://bioinf.wehi.edu.au/software/elda/.

### ChIP-seq analysis

The establishment of MYC-KLF7 + -expressing CAL27 cells and ChIP-seq were performed by Igenebook Biotechnology Co. Ltd. (Wuhan, China). Briefly, 1 × 10^7^ cells were washed and cross-linked with 1% formaldehyde, and then quenched by adding glycine. Cells were lysed, and chromatin was isolated on ice. Chromatin was sonicated to produce soluble, sheared chromatin. Next, 20 µL of chromatin was saved for input DNA, whereas 100 µL of chromatin was used for immunoprecipitation with anti-MYC antibodies (D3N8F, CST). The immunoprecipitated material was bound to protein beads, washed, and eluted from the beads. The eluted material was treated with RNase A followed by proteinase K. The immunoprecipitated DNA was used to construct sequencing libraries, which were sequenced on an NovaSeq 6000 (Illumina, San Diego, CA, USA) using paired-end 150 bp sequencing.

### ChIP-seq data analysis

Trimmomatic (ver. 0.36) was used to filter out low-quality reads [76]. Clean reads were mapped to the human genome using BWA (ver. 0.7.15) [77]. Samtools (ver. 1.3.1) was applied to remove potential PCR duplicates [78]. Peak calling was performed using MACS2 (ver. 2.1.1.20160309) with default parameters (bandwidth, 300 bp; model fold, 5, 50; *q* value, 0.05). Peaks were assigned to genes if their midpoints were closest to the transcription start site of a gene [79]. Motif occurrence within peaks was predicted using HOMER (ver. 3) with a maximum motif length of 12 base pairs [80]. The clusterProfiler [81] (http://www.bioconductor.org/packages/release/bioc/html/clusterProfiler.html) package in *R* software [was employed to perform Gene Ontology (http://geneontology.org/) [82] and KEGG (http://www.genome.jp/kegg/) enrichment analysis [83], with a hypergeometric distribution and a *q* value cutoff of 0.05 [81].

### Luciferase reporter assays

For the luciferase reporter assays, CAL27 cells were seeded onto 24-well plates and transfected with pGP4.19-ITGA2 promoter, mutant constructs, and pRL-TK vector, when co-transfected with KLF7+ vector or control for 24 h. Cells were then harvested and lysed using lysis buffer (Promega Biosciences) at room temperature for 15 min. Luciferase activity was measured using the Dual Luciferase Reporter Assay System Kit (Promega Biosciences) according to the manufacturer’s instructions. Total light production (optical density: 490 nm) was measured using the SpectraMax M3 multimode microplate reader (Molecular Devices) and normalized to Renilla luciferase activity.

### Xenograft

For in vivo experiments, tumor cells were suspended in serum-free DMEM and injected subcutaneously into the axillae of 4–6-week-old nude mice. Tumor growth was measured using calipers every three days and recorded in cubic centimeters. In inhibitor treatment experiments, starting on day six post-inoculation, cisplatin (A821, APExBIO, 5 mg/kg) or TC-I 15 (HY-107588, MCE, 20 mg/kg) were intravenously injected every three days. When the tumor growth in the mice exceeded ethical limits, the mice were euthanized. All mice were housed under pathogen-free conditions at Zhejiang Chinese Medical University, and the study protocol was approved by the university’s ethics committee.

### Data analysis

Pooled data are presented as the mean ± standard error of mean, unless otherwise indicated. Detailed information on sample sizes, error bars, and statistical analyses can be found in the figure legends. *P* values for statistical comparisons between two groups or multiple groups were calculated using Excel 2021 (Microsoft) and GraphPad Prism (ver. 9.2.0) (GraphPad Software). Data were presented as the mean squared error (SEM). *p* < 0.05 was considered statistically significant.

## Supplementary information

Supplementary figure

Oringinal data

Supplementary table

## Data Availability

The raw ChIP-seq datasets have been deposited in the GEO database under accession numbers [GSE285330].

# Supplementary material for: KLF7-regulated ITGA2 as a therapeutic target for inhibiting oral cancer stem cells
**Source:** Cell Death Dis. 2025 May 2;16(1):354. doi: 10.1038/s41419-025-07689-8
**Supplement:** Supplementary file 1 — Supplementary figure

Supplementary Figure.1

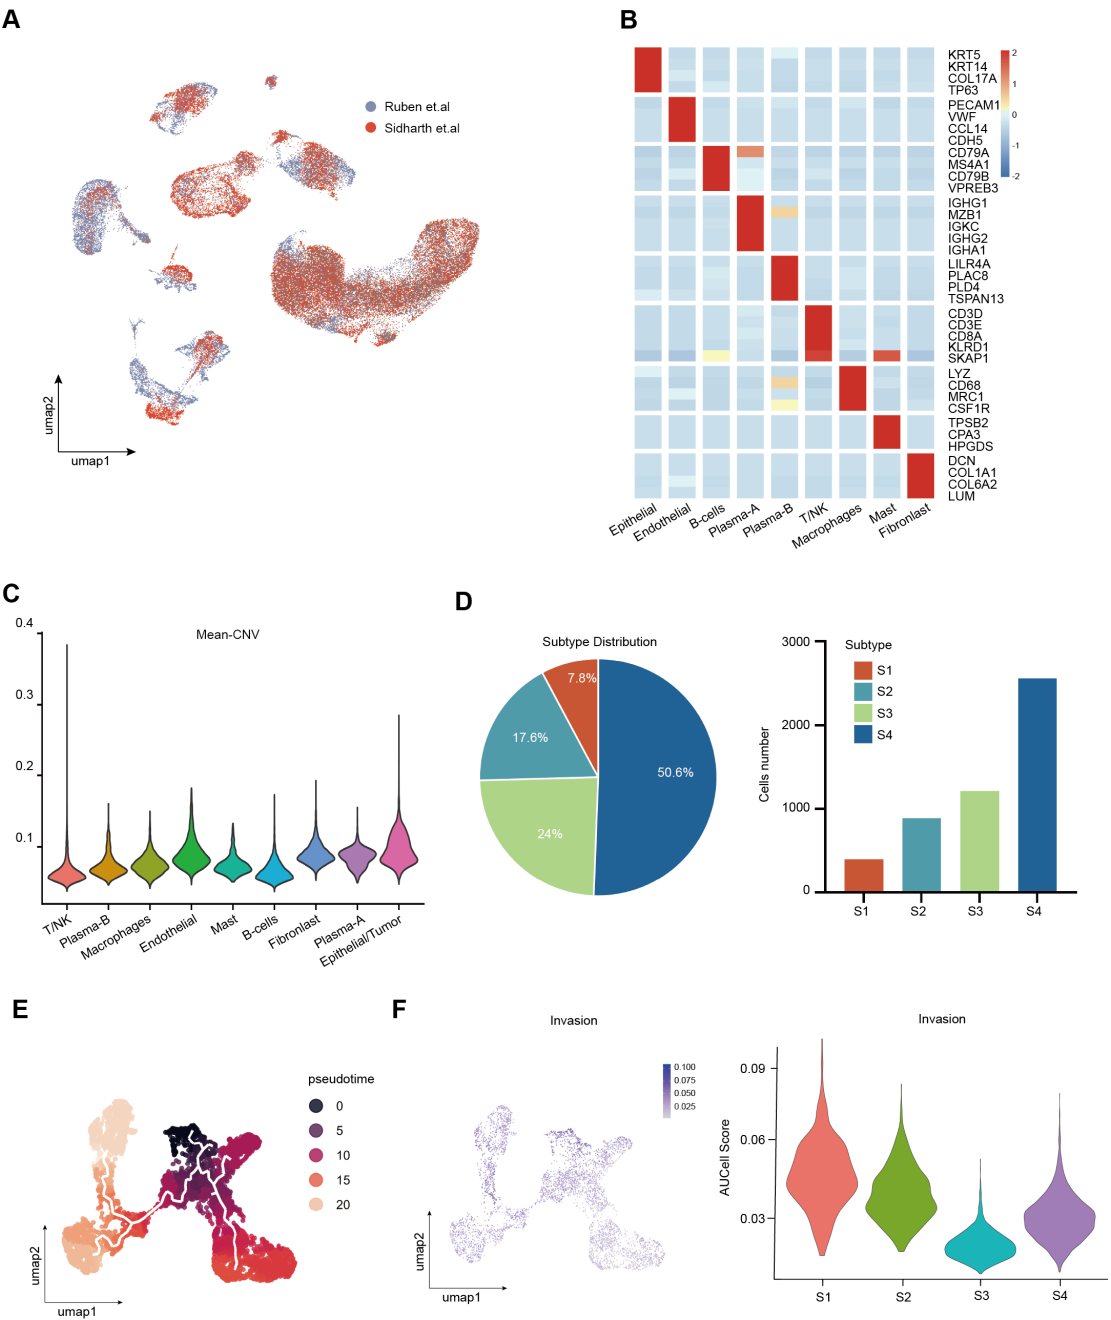

Supplementary Fig.1: Related to Fig.1

**A** UMAP plot of all cells, colored by OSCC sample source. **B** Heat map showing expression of selected marker genes by all cells assigned to each cell type. **C** Violin plot depicting mean Copy Number Variation (CNV) scores for the different cell types. **D** Distribution and cell numbers of each subtype in Fig. 1B. **E** Pseudotime plot of the subtype of malignant cells. **F** Invasive gene sets activity (AUCCell score) in all malignant cells (umap plots, left panel) or per subtype of malignant cells (violin plots, right panel)

Supplementary Fig.2

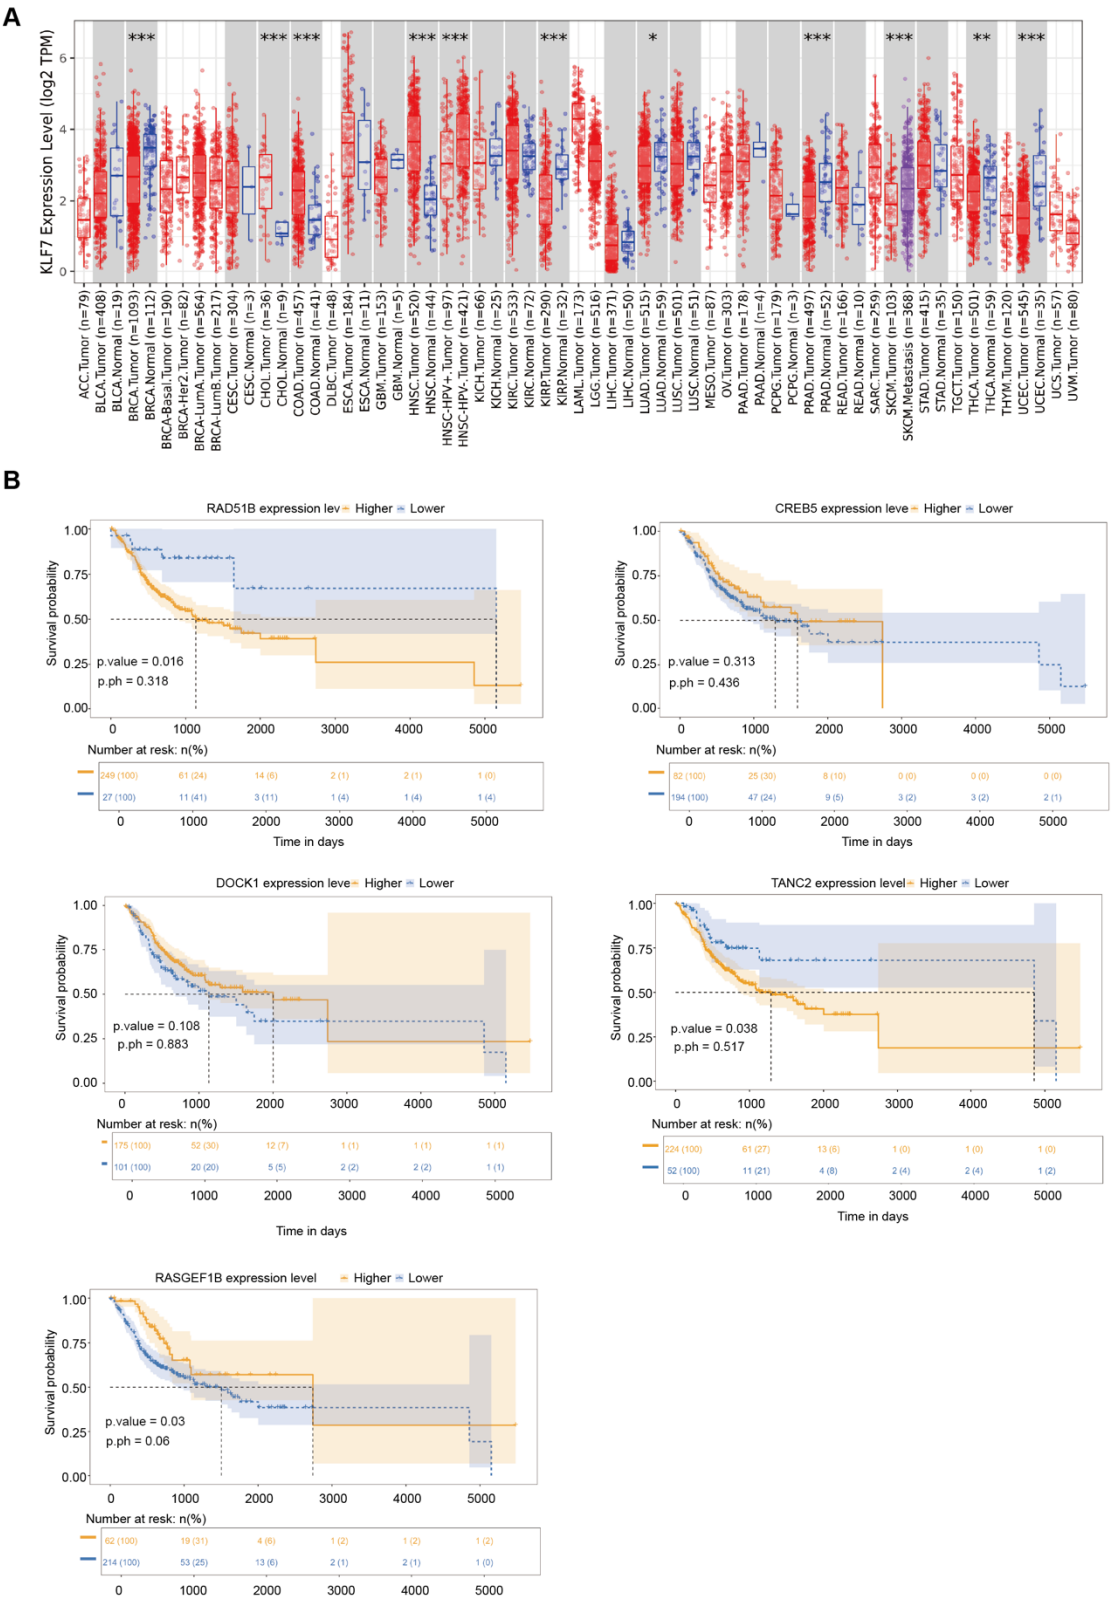

Supplementary Fig.2: Related to Fig.1

**A** KLF7 expression in pan-cancer in TCGA dataset. **B** Kaplan-Meier curve of RAD51B, CREB5, DOCK1, TANC2, and RASGEF1B in the OSCC TCGA dataset.

### Supplementary Fig.3

**A**

| cells number  | CAL27       |               |               | HSC3         |               |               |
|---------------|-------------|---------------|---------------|--------------|---------------|---------------|
|               | Control     | shKLF7#1      | shKLF7#2      | Control      | shKLF7#1      | shKLF7#2      |
| 1000          | 24/24       | 24/24         | 24/24         | 24/24        | 24/24         | 24/24         |
| 500           | 24/24       | 16/24         | 15/24         | 24/24        | 16/24         | 13/24         |
| 100           | 18/24       | 9/24          | 7/24          | 19/24        | 11/24         | 6/24          |
| 50            | 14/24       | 4/24          | 3/24          | 11/24        | 5/24          | 3/24          |
| CSC frequency | 1/65        | 1/310         | 1/360         | 1/71         | 1/283         | 1/410         |
| 95% CI        | (1/84-1/45) | (1/430-1/224) | (1/497-1/260) | (1/102-1/49) | (1/393-1/203) | (1/567-1/297) |
| P value       |             | P<0.001       | P<0.001       | P<0.001      | P<0.001       | P<0.001       |

**B**

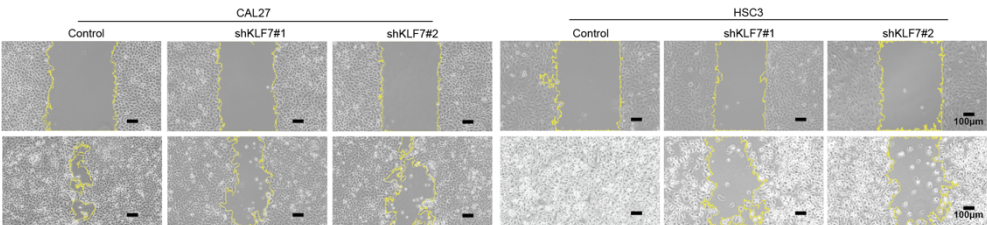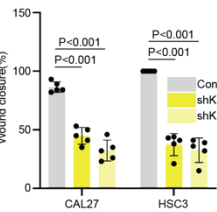

**C**

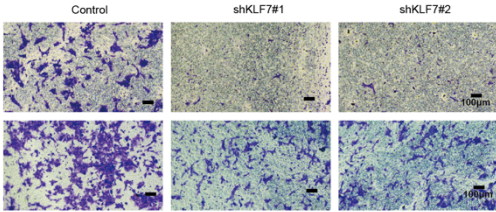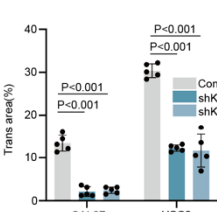

**D**

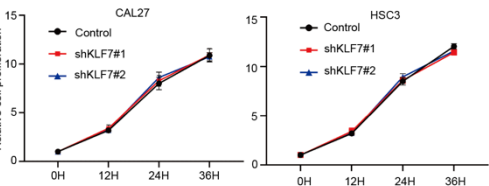

**E**

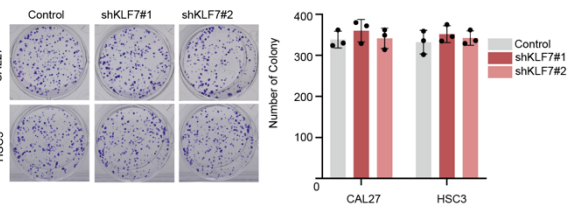

**F**

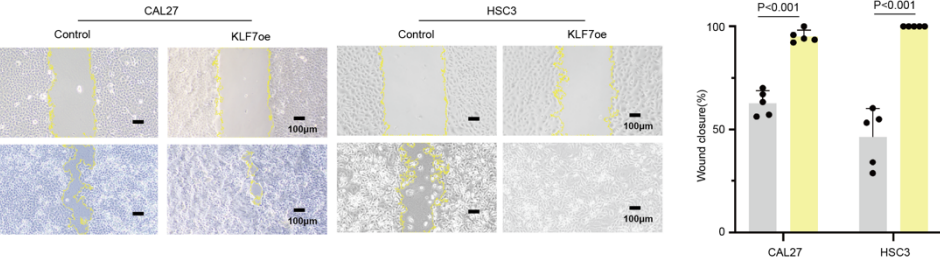

**G**

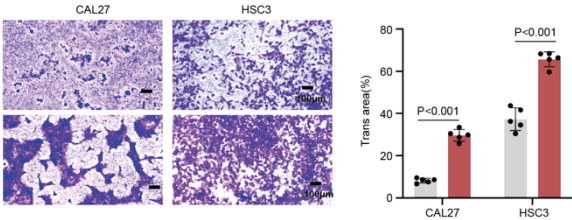

**Supplementary Fig.3: Related to Fig.2**

**A** Statistical result of limiting dilution assay using CAL27 cells and HSC3 cells upon KLF7 knockdown.

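In a limiting dilution assay, cells are plated at decreasing numbers per well, and the share of wells that form spheres gives the frequency of sphere-forming cells under the assumption that 1 such cell is enough for a well. The supplementary table lists 24 wells at each of 1000, 500, 100 and 50 cells per well. At 1000 cells all wells formed spheres in every group, so the difference between groups came from the lower doses. At 50 cells per well, 14 of 24 control wells of CAL27 formed spheres, compared with 4 for shKLF7#1 and 3 for shKLF7#2. A binomial model with complementary log-log link and log dose as offset was fitted to these counts. In CAL27, it gave 1 sphere-forming cell in 64.9 control cells (95% Wald interval 45.0 to 93.8), in 310.2 cells with shKLF7#1 (223.8 to 430.1) and in 359.3 cells with shKLF7#2 (259.8 to 496.9). In HSC3, it gave 1 in 70.5 control cells (48.7 to 102.0), in 282.7 cells with shKLF7#1 (203.4 to 393.1) and in 410.1 cells with shKLF7#2 (296.5 to 567.1). An exact two-sided permutation of wells within each dose gave p = 1.25e-06 and 2.33e-08 for shKLF7#1 and shKLF7#2 against the control in CAL27, and p = 7.25e-05 and 7.29e-09 in HSC3. Across the cell lines and constructs, the ratio of the knockdown to the control value ranged from 4.01 to 5.82. The wells are counted as independent, since the table does not divide them by experiment. The upper limit of 93.8 for the CAL27 control is above the limit printed in the supplementary table, while the other limits match after rounding.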

(Statistical significance was determined using the t-statistic approach). **B, C** Wound healing assay (top)

and Transwell migration assay (bottom) reveal attenuated migratory capacity in KLF7-silenced cells;

data are presented as mean  $\pm$  SD from five independent experiments, and statistical significance was determined using Student's t-test. Scale bar, 100 $\mu$ m. **D, E** CCK-8(left)and colony formation assay(right) reveal that KLF7 knockdown does not influence cell proliferation; data are presented as mean  $\pm$  SD from six independent experiments, and statistical significance was determined using Student's t-test. **F, G** Wound healing assay (top) and Transwell migration assay (bottom) reveal enhanced migratory capacity in KLF7-overexpressed cells; data are presented as mean  $\pm$  SD from five independent experiments, and statistical significance was determined using Student's t-test. Scale bar, 100 $\mu$ m.

## Supplementary Figure.4

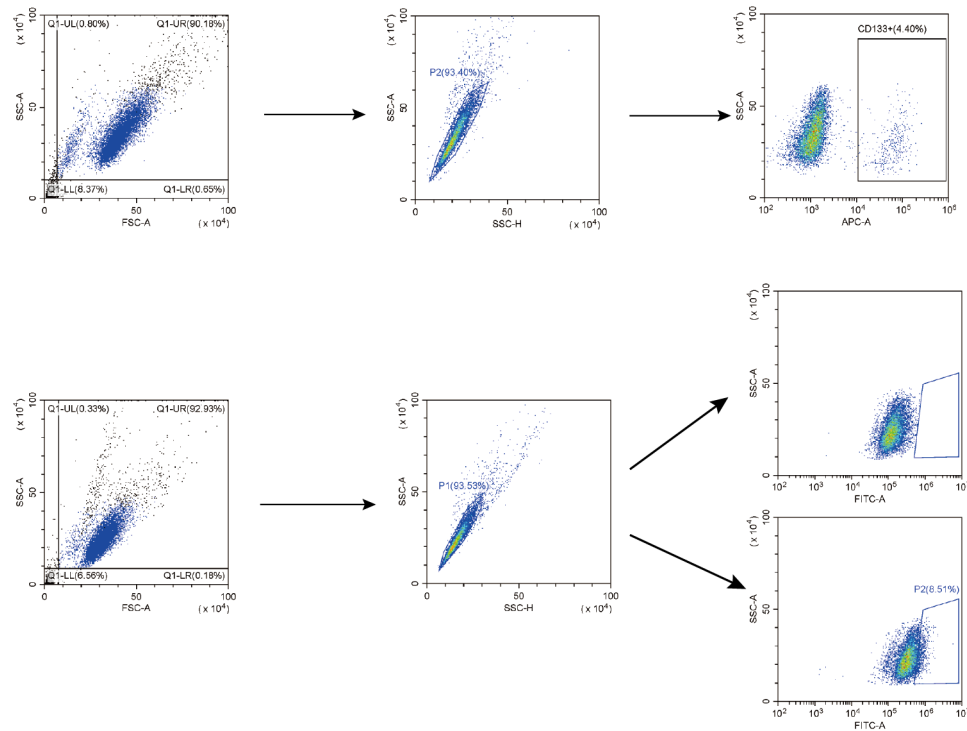

**Supplementary Fig.4: Figure exemplifying the gating strategy in flow cytometry**

Gating strategy: cells were first gated using FSC and SSC, the dead cells that separated from the major population were removed in this step.1,2. Further on, cells from P1 were tested for CD133 and ALDH activity. Cells with a higher ALDH signal than the DEAB group were defined as the ALDH+ population.

Supplementary Figure.5

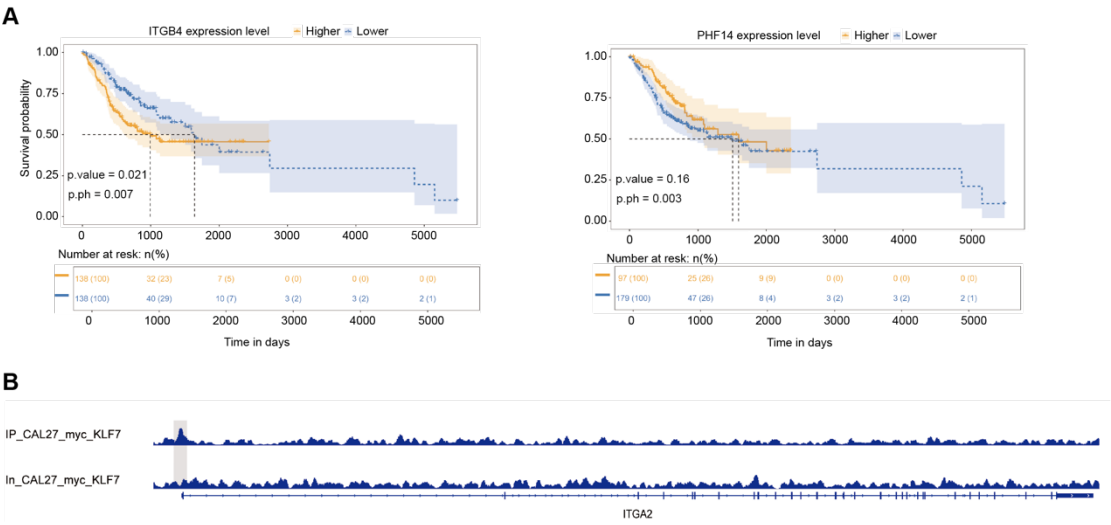

Supplementary Fig.5: Related to Fig.3

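ITGA2 extends over 105440 bp of chromosome 5, from 52989340 to 53094779 in GENCODE v44. From 5000 bp upstream of the gene to its end, the deposited table listed 1 peak, the promoter peak. The nearest other peak on the chromosome had its summit 2723102 bp away. All of the 31-base words under the ITGA2 peak occur at a single place in GRCh38.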

**A** Kaplan-Meier curve of ITGB4 and PHF14 in the OSCC TCGA dataset. **B** The ChIP-seq tracks of KLF7 binding on ITGA2.

Supplementary Figure.6

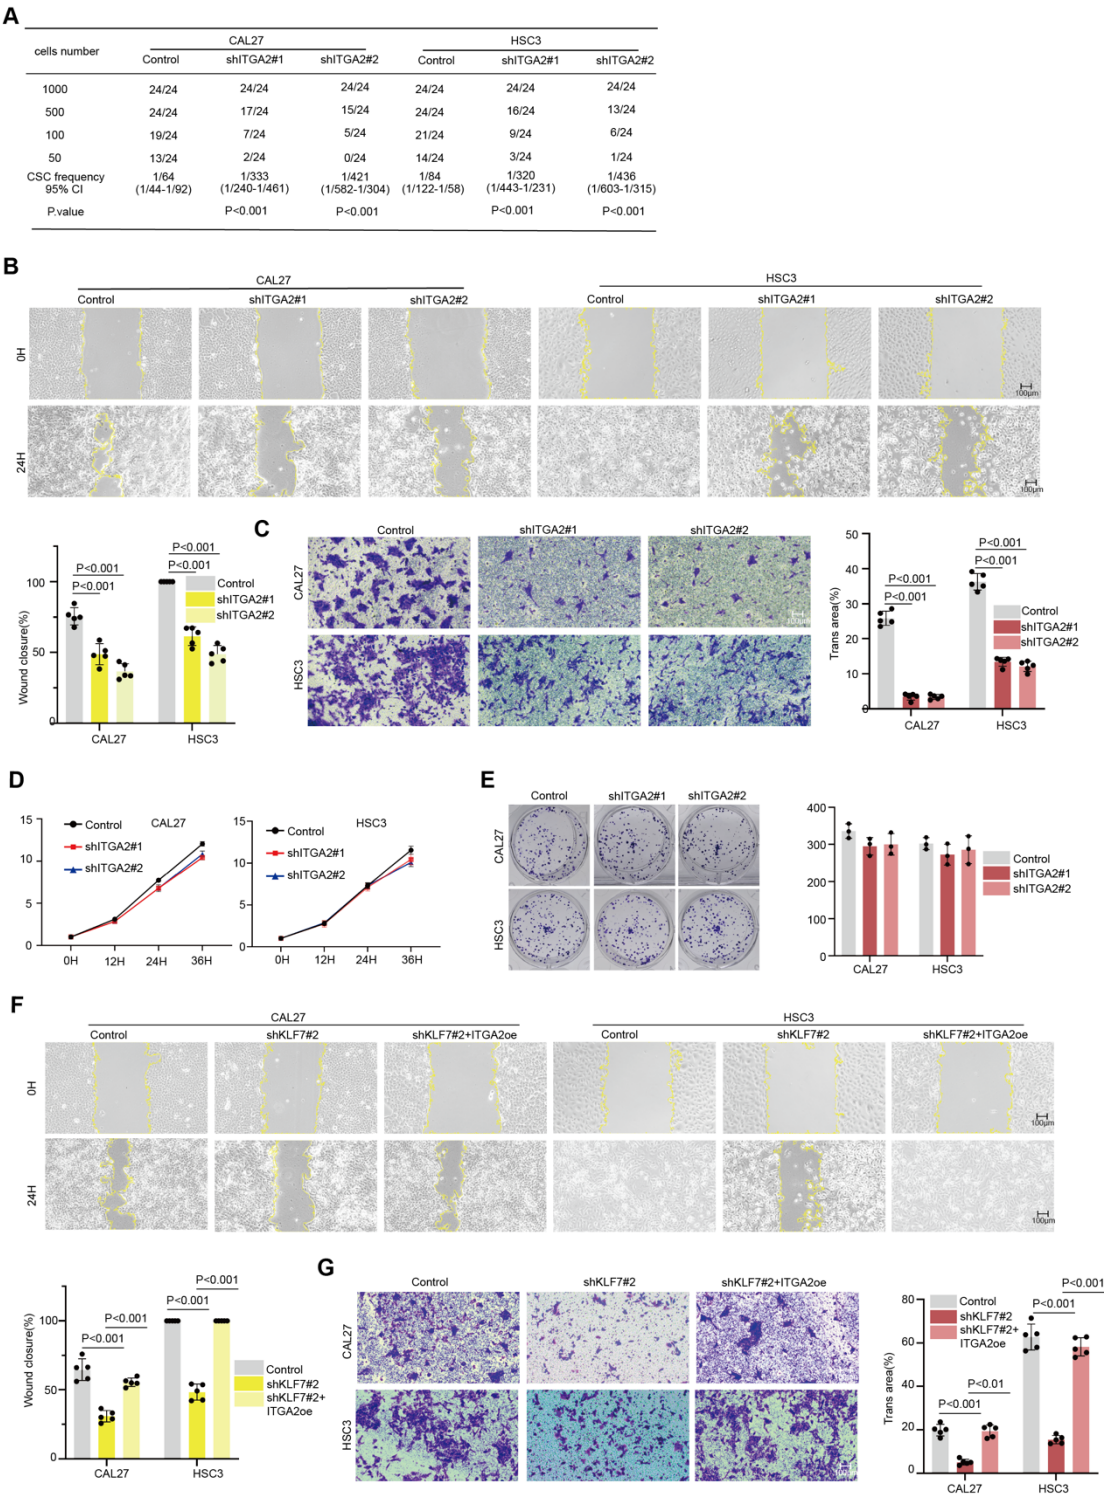

Supplementary Fig.6: Related to Fig.6

**A** Statistical result of limiting dilution assay using CAL27 cells and HSC3 cells upon ITGA2 knockdown. (Statistical significance was determined using the t-statistic approach). **B, C** Wound healing assay (top) and Transwell migration assay (bottom) reveal attenuated migratory capacity in ITGA2-silenced cells; data are presented as mean  $\pm$  SD from five independent experiments, and statistical significance

was determined using Student's t-test. Scale bar, 100 $\mu$ m. **D, E** CCK-8(left)and colony formation assay(right) reveal that ITGA2 knockdown does not influence cell proliferation; data are presented as mean  $\pm$  SD from six independent experiments, and statistical significance was determined using Student's t-test. **F, G** Wound healing assay (top) and Transwell migration assay (bottom) reveal that the overexpression of ITGA2 rescues the impaired migratory capacity of KLF7-silenced cells.; data are presented as mean  $\pm$  SD from five independent experiments, and statistical significance was determined using Student's t-test. Scale bar, 100 $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

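ChIP-seq was analysed from CAL27 cells expressing myc-KLF7, with 1 library precipitated by an anti-MYC antibody and 1 input library. Both came from the same cells, and neither was replicated. The authors trimmed, mapped and deduplicated the reads and called peaks with MACS2 on the ChIP library against the input, and deposited an annotated peak table. In the deposited table, the pileup is a signal, the number of ChIP fragments over the summit. The authors' fold enrichment is the ratio of the pileup to the local background rate, each increased by 1. The deposited -log10 p and -log10 q are the Poisson p-value of the summit and its adjusted q-value. Peak positions were counted from 1. The gene starts inside the annotation counted from 0 and were shifted by 1, after which 885 of the 1377 identifiers matched in GENCODE v44 on the same chromosome had the same start, against 18 without the shift. The deposited table has no column of per-sample values beyond the pileup, and no read totals.

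From the table, each peak was given 1 feature class, promoter entries were collected per gene, and peaks were ranked by q-value, fold enrichment and pileup. Biotypes of genes with a promoter entry were taken from the identifier in the table where it gives one, then from the GENCODE v44 name, then from a RefSeq symbol or unambiguous synonym, and 67 of 661 names had none. Dense clusters were defined as at least 5 peaks whose neighbours lie within 100 kb. Sequences were taken from GRCh38. For each peak, every 31-base word was counted on both strands over all assembled and unplaced sequence, alternate contigs left out. Motifs were searched within 100 bp of the summit on both strands in peaks on chromosomes 1 to 22, X and Y. Promoter peaks were compared with gene starts without a peak, and other peaks with random windows of the same chromosome, with 10 controls per peak, GC content matched in bins of 5 percentage points and controls at least 5000 bp from any summit. Of 571 promoter peaks, 95 had no protein-coding gene start within 2000 bp and were left out of that comparison. Enrichment was tested with the two-sided Fisher's exact test. The comparison was tested on simulated data before use, with 500 windows in each of 20 draws. With nothing planted, 0 of 20 draws had p under 0.05, for gene starts and for the genome alike, and with GGGGCGGGG planted in 60 windows, 20 of 20 did. Each of 2080 6-base words, strands merged, was tested in the same way with Benjamini-Hochberg adjustment. In 5 simulated draws without a planted word, 0 words passed, and in 5 draws with CACGTG planted in 60 windows it ranked 1 in all of them. The windows of these simulated draws came from the same gene starts or random positions as their controls. They therefore cannot show how the comparison behaves where peaks differ from controls in more than the planted word. Distances from the summit were compared by permutation with 100000 resamples. The scan of 6-base words, the distances, the 9-base arrangements, the groups by fold enrichment, the CACGTG comparison without repeated sequence and the CA runs were added after the first odds ratios or the peaks concerned had been seen. For the limiting dilution table of Supplementary Fig. 3A, the single-hit model was fitted to the wells as listed.

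Intervals are 95% Wilson intervals for shares of peaks, exact Poisson intervals for pileups and Wald intervals for the dilution assay, and they cover counting error only. The depth, estimated from the background rate, was about 13100000 ChIP fragments, and the median pileup was 13 fragments. The genes named were fixed before the data were examined. They are genes of Fig. 3B, KLF7 and 20 further genes that the paper names as markers or prognostic genes where these have a peak entry, and the 5 promoter peaks with the highest fold enrichment. Alternatives covered stricter q-values, fold enrichment and pileup, other ways of counting features and promoters, other windows, motifs and controls, the clusters left out, and doses left out. The other choices were fixed before the data were examined, except the alternatives for CACGTG and the tests given above as added later. The tests of CACGTG and of repeated sequence were not among these choices, but were set out before their own results were seen. How to read the distances of GGGGCGGGG was settled after these were seen. Supplementary Table S5 was held only in part, so no set test was run on it. The single-cell, survival, luciferase, immunoblot and animal experiments were not analysed here. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, numba 0.67.0 and matplotlib 3.10.9.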

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

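The enrichment of CACGTG, its comparison with other palindromes and the repeated sequence in clusters and on chromosome Y were tested as set out before their results were seen, whereas the scan of 6-base words, the distances from the summit and their power, the GC box as an explanation with its 9-base arrangements, the groups by fold enrichment, the CA runs with their sizes and the background rates on chromosome Y were tests chosen only after these results or peaks were seen.

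CACGTG lay within 100 bp of the summit in 27.1% of the 476 promoter peaks that had matched controls, compared with 5.19% of 4760 matched gene starts without a peak (odds ratio 6.79, 95% confidence interval 5.30 to 8.68, two-sided Fisher's exact test, p = 1.00e-46). The paper does not report on this sequence. Among the 24 palindromes of the same base composition it had the highest odds ratio, and the next, TGCGCA, had 1.94. Among 2080 6-base words it ranked 1 (two-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 2.09e-43) and GGGCGG ranked 15, with 93 words past an adjusted p of 0.05. Its median distance from the summit was 26.5 bp, compared with 45.5 bp from the centre of control windows that held it (permutation test, two-sided, p = 0.00015). It was present in 18.9% of the 190 promoter peaks with the lowest fold enrichment, in 25.3% of the 190 in the middle and in 36.1% of the 191 with the highest. GGGGCGGGG showed no such rise in these promoter peaks, with 19.5%, 27.4% and 19.9%, while in the other peaks outside the dense clusters, divided in the same way, it was present in 7.10%, 9.47% and 11.8%. These trends were not tested. GC content and distance to the gene start were matched, which argues against base composition as the whole cause. CACGTG is the E-box, a sequence to which MYC binds, and the antibody was an anti-MYC antibody. As a hypothesis, a candidate explanation is therefore that part of these peaks are sites of endogenous MYC. KLF7 bound at GC boxes stays open as well. GGGGCGGGG was enriched, with an odds ratio of 1.59, and ranked 1 of the 9 arrangements of its bases, but it lay no nearer the summit than in controls (difference in medians 1.0 bp), which counted against GC boxes in the prediction made for this test. That the distances leave GC boxes open is a reading made after they were seen. It rests on simulated data, in which the excess of 35 of 113 peaks was placed as close to the summit as CACGTG and the test passed 0.05 in 50 of 500 draws (10.0%). These draws covered promoter peaks only. In the other peaks outside the dense clusters, GGGGCGGGG also lay no nearer the summit than in controls. Its median distances there were 45.5 bp in peaks and 46.0 bp in controls (permutation test, two-sided, p = 0.987). For those peaks no such simulation was run. KLF7 brought to E-boxes by other proteins is a biological alternative that was not tested, and without a library from cells lacking myc-KLF7 it cannot be separated from MYC itself. The promoter peaks of BIRC6, ITGA2, ITGB4, NEAT1 and PHF14 had no CACGTG within 100 bp of the summit, and that of ITGA2 had GGGGCGGGG there.

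The promoter peak of CYR61 had the highest fold enrichment of all 1900 peaks, 45.5, with a pileup of 116 fragments on chromosome 1 from 85580463 to 85580863; the next promoter peak, at SLC25A12, had 13.5. The paper does not discuss CYR61. A CA run of 54 bp lay within 100 bp of its summit. Of the 6 peaks outside the dense clusters with the highest fold enrichment, 5 had at least 8 CA or TG units within 100 bp of the summit, compared with 26.0% of the top 50 and 8.0% of the top 200. Over the 1557 peaks outside clusters on assembled chromosomes the share was 1.61%, against 0.291% of matched windows (odds ratio 5.60, 95% confidence interval 3.28 to 9.36, two-sided Fisher's exact test, p = 9.65e-10). The CA repeat itself may therefore be what these fragments have in common, by unequal recovery or mapping of repeat fragments in the ChIP library or by a protein on the repeat, and the input alone does not separate these. No biological explanation was tested.

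A total of 338 peaks lay in 30 dense clusters. In 92.0% of them, over 50% of the 31-base words occurred at 2 or more places of the genome, compared with 15.2% of the peaks outside. The median peak of 25 of the 30 clusters was mostly repeated sequence; the other 5 clusters, including the one with ITGB4, were not. Reads from repeated sequence may be placed at any copy, so that the number of separate sites in these clusters is uncertain. No biological explanation was tested.

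All 58 peaks on chromosome Y lay between 56674711 and 56770040, near the end of the chromosome at 57227415, with a median fold enrichment of 8.30 and a highest value of 28.5. In 100.0% of them over 50% of the 31-base words occurred at 2 or more places, which is consistent with reads of a repeat family placed there. A high local background in the input is argued against, since the median background rate was 0.927, the lowest of the table, and 57 of the 58 peaks were at this rate. What enriched these repeats in the ChIP library stays open, and no biological explanation was tested.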

How the results depend on the processing

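Over 26 results, 109 alternative values were computed, of which 76 stayed within their limits, 31 moved and 2 fell on the other side of an odds ratio of 1. No paired analysis was possible because there is 1 library per condition.

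The number of peaks fell to 997 with a fold enrichment of at least 5; q under 0.01 or 0.001, a pileup of at least 10, clusters left out and assembled chromosomes alone gave between 1552 and 1854. With every gene-feature entry counted, the shares were 25.6% promoter, 22.7% intergenic, 27.9% intron and 15.2% exon. With the first listed entry only, they were 22.5% promoter, 4.26% 5' UTR, 0.211% 3' UTR, 10.6% exon and 30.2% intron. With dense clusters left out, they were 34.8% promoter, 9.35% 5' UTR, 28.9% intron and 21.6% intergenic. With q under 0.001, the intergenic share was 34.3%. The order of promoter and intergenic peaks thus depends on the counting and on the clusters.

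The number of genes with a promoter peak was 661 with all biotypes, 265 with the summit within 2000 bp upstream of the nearest gene's start and 651 with the summit within 1000 bp either side of it, of which 257 and 296 were among the 431. Among BIRC6, ITGA2, ITGB4, NEAT1 and PHF14, 3 had a promoter peak with a fold enrichment of at least 5, namely BIRC6, ITGB4 and PHF14. ITGA2 was also lost with q under 0.001 and with a pileup of at least 10. The rank of the ITGA2 peak was 496.5 among promoter peaks alone, 1343.5 by fold enrichment and 1762 by pileup. A pileup of 9 fragments limits what can be said of this peak: its exact 95% Poisson interval is 4.12 to 17.1.

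GGGGCGGGG was found in 12.4% of promoter peaks within 50 bp of the summit, 35.6% within 250 bp and 27.1% over the whole peak. In other peaks these shares were 3.90%, 14.6% and 10.8%, and 9.47% with dense clusters left out. The shares of promoter and other peaks were 68.1% and 33.0% with the motif GGGCGG, and 57.3% and 36.4% with GGGTG. The odds ratio against matched controls was not computed over the whole peak, nor for promoter peaks with dense clusters left out. Under each of the other alternatives except GGGTG, it was above 1 with p under 0.05 (two-sided Fisher's exact test). With GGGTG, no enrichment was found in promoter peaks (0.943, 95% confidence interval 0.777 to 1.15, two-sided Fisher's exact test, p = 0.56). In other peaks the direction reversed with GGGTG (0.655, 0.580 to 0.738, two-sided Fisher's exact test, p = 1.55e-12). The cause was not tested. Controls not matched on GC content gave the highest odds ratios, 3.28 and 23.5.

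The odds ratio of CACGTG stayed between 4.67 and 8.18 in promoter peaks and between 3.78 and 8.68 in other peaks outside clusters, under windows of 50 and 250 bp, q under 0.001 and, in the latter, peaks of mostly repeated words left out; these alternatives were chosen after seeing the data. Each dilution frequency stayed within the interval of the fit to all doses when the dose of 1000 or of 50 cells was left out. Without the dose of 50 cells, each knockdown kept p under 0.05 against its control in the exact permutation of wells. Leaving out the dose of 1000 cells could not change this p, because all wells at that dose formed spheres in every group.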

Differences from the paper's values

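With 1 class per peak, 4.37% of peaks were exonic, while the paper's share is about 15% in Fig. 3A, read by eye. Of the alternatives set before the data were examined, counting every gene-feature entry gave 15.2% and the first listed entry only gave 10.6%, both within 1.5 times the paper's value. These alternatives differ in the other classes. With every entry counted, the shares were 27.9% intron, 25.6% promoter, 22.7% intergenic, 8.18% 5' UTR and 0.483% 3' UTR, while the paper's are about 28%, about 26%, about 23%, about 8.2% and about 0.48% in Fig. 3A, read by eye. With the first listed entry only, the shares of 5' UTR (4.26%) and 3' UTR (0.211%) were lower than the paper's by a factor of more than 1.5. With q under 0.01 (4.38%), q under 0.001 (4.51%) and dense clusters left out (4.93%) the difference remained. Only the count of every entry was within 1.5 times the paper's value in each class. The difference in exons is thus one between counting entries and counting peaks. The paper states that the screen was for promoters of protein-coding genes; NEAT1, which Fig. 3C lists among the 6 genes, is annotated as a long non-coding RNA gene in GENCODE v44. The legend of Fig. 3A names BATF, whereas the deposited peaks are from cells expressing myc-KLF7.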

Other observations

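The odds ratio of CACGTG and its comparison with other palindromes were tested as set out before their results were seen, whereas the scan of 6-base words, the comparison without repeated sequence and the distances from the summit were tests chosen only after those results were seen.

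In the peaks outside the dense clusters that have no promoter entry, CACGTG lay within 100 bp of the summit in 19.0% of 1014 peaks, compared with 3.51% of random windows of the same chromosome and GC content (odds ratio 6.45, 95% confidence interval 5.31 to 7.82, two-sided Fisher's exact test, p = 1.96e-68). It had the highest odds ratio of the 24 palindromes of its composition, ahead of ACGCGT, and it ranked 1 of the 2080 6-base words. Against these windows 933 words passed an adjusted p of 0.05, 472 of them more frequent in peaks, and other palindromes, such as AGCGCT with an odds ratio of 2.80 and TGCGCA with 2.73, were enriched too, so the random windows differ from these peaks in more than CACGTG. With peaks of mostly repeated words left out, the odds ratio was 7.40 over 783 peaks. Its median distance from the summit was 27.5 bp, compared with 48.5 bp from the centre of control windows (permutation test, two-sided, p = 1e-05, the smallest that 100000 resamples can give). As a hypothesis, the same candidate explanation as for promoter peaks applies here, namely endogenous MYC precipitated by the antibody. E-box proteins that bring KLF7 to the site are a biological alternative that was not tested.

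Of KLF7 and the 20 other marker and prognostic genes looked up, 1 had a peak entry. It was CD44, with a peak on chromosome 11 from 35139574 to 35139781 in an intron (pileup 26 fragments, fold enrichment 3.71), which the table also lists at AL356215.1. Another entry of this peak placed it among the promoter peaks. At the depth of this library, no peak was listed at KLF7 itself, NANOG, PROM1, VIM or CDH1. Of the 5 promoter peaks with the highest fold enrichment, those at SLC25A12, EIF4A1 and PLD6 had CACGTG within 100 bp of the summit, that of AC073263.2, whose nearest gene is MTHFD2, did not, and that of CYR61 did not.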
